# Repression of essential cell cycle genes increases cellular fitness

**DOI:** 10.1371/journal.pgen.1010349

**Published:** 2022-08-29

**Authors:** Michelle M. Conti, Julie M. Ghizzoni, Ana Gil-Bona, Wen Wang, Michael Costanzo, Rui Li, Mackenzie J. Flynn, Lihua Julie Zhu, Chad L. Myers, Charles Boone, Brenda J. Andrews, Jennifer A. Benanti

## Abstract

A network of transcription factors (TFs) coordinates transcription with cell cycle events in eukaryotes. Most TFs in the network are phosphorylated by cyclin-dependent kinase (CDK), which limits their activities during the cell cycle. Here, we investigate the physiological consequences of disrupting CDK regulation of the paralogous repressors Yhp1 and Yox1 in yeast. Blocking Yhp1/Yox1 phosphorylation increases their levels and decreases expression of essential cell cycle regulatory genes which, unexpectedly, increases cellular fitness in optimal growth conditions. Using synthetic genetic interaction screens, we find that Yhp1/Yox1 mutations improve the fitness of mutants with mitotic defects, including condensin mutants. Blocking Yhp1/Yox1 phosphorylation simultaneously accelerates the G1/S transition and delays mitotic exit, without decreasing proliferation rate. This mitotic delay partially reverses the chromosome segregation defect of condensin mutants, potentially explaining their increased fitness when combined with Yhp1/Yox1 phosphomutants. These findings reveal how altering expression of cell cycle genes leads to a redistribution of cell cycle timing and confers a fitness advantage to cells.

## Author summary

Proper regulation of the cell division cycle is essential to prevent uncontrolled proliferation that can lead to the development of cancer. Although numerous proteins have been characterized that control this process, mutations can sometimes have unexpected effects on cell proliferation. Here, we investigate mutations in two partially-redundant transcriptional repressors that control the cell cycle in yeast. Mutations that increase expression of these repressors result in decreased expression of essential cell cycle genes and, surprisingly, increase cellular fitness. We find that by regulating the expression of cell cycle genes these TFs control the amount of time cells spend in each cell cycle phase. Our results show that mutant cells increase the length of mitosis without decreasing proliferation rate, and as a result, mutant cells have more time to correct errors in chromosome segregation. Our findings demonstrate how mutations that impair progression of specific phases of the cell cycle can confer a fitness advantage to cells.

## Introduction

The cell division cycle is driven by a highly regulated pattern of periodic gene expression, which coordinates diverse cellular processes with cell division [1–3]. This gene expression pattern is established by a conserved network of cell cycle regulatory transcription factors (TFs), which are themselves regulated by phosphorylation and protein degradation to limit their activities to specific windows of the cell cycle [4–6]. Proper regulation of this network in human cells is crucial to protect the integrity of the genome and prevent uncontrolled cell division. Importantly, disruption of this regulatory network contributes to the development of cancer [7,8].

The functions of cell cycle regulatory TFs and the molecular consequences of their phosphorylation are well-defined in budding yeast [4]. Similar to regulation of cell cycle TFs in mammalian cells, phosphorylation by cyclin-dependent kinase (Cdk1) inactivates yeast transcriptional repressors and stimulates the functions of transcriptional activators to drive gene expression in specific cell cycle phases. At the G1/S transition, Cdk1 phosphorylation of the repressor Whi5 releases it from SBF-bound promoters and relocalizes it to the cytoplasm to allow transcription of genes required for S phase [9–11]. Subsequently, in S phase, Cdk1 phosphorylation activates the activator Hcm1, and promotes degradation of the repressors Yhp1 and Yox1 [12]. At the G2/M transition, Cdk1 phosphorylation activates the Fkh2/Ndd1 complex to promote expression of mitotic genes [13,14]. Interestingly, although mutation of Cdk1 phosphosites in most of these TFs disrupts the timing of their degradation and/or their transcriptional regulatory functions, phosphoregulation of many TFs is not essential for cell cycle progression, and mutations in many phosphosites only modestly affect gene expression. Moreover, some evidence suggests that cyclical genes exhibit periodic expression in absence of Cdk1 activity [15,16], although this result is controversial [17]. Therefore, the importance of TF phosphorylation for controlling cell cycle progression remains unclear.

One example where disrupting phosphorylation by Cdk1 has unexpected consequences is the regulation of the two homeodomain TFs Yhp1 and Yox1. These partially redundant repressors are expressed in S phase when they shut off transcription of genes required for S phase entry and prevent premature expression of mitotic genes [18]. Cells lacking both repressors exhibit elevated expression of target genes across the cell cycle, bud at a smaller cell size, and enter S-phase earlier than wild type cells [18]. Cdk1 phosphorylation of each TF promotes degradation by the ubiquitin proteasome system and mutant proteins that cannot be phosphorylated exhibit increased expression and activity: their expression is prolonged over the cell cycle, increased levels of each TF are recruited to target gene promoters, and target gene expression is hyper-repressed [12]. Since many Yhp1/Yox1 target genes are essential for the cell cycle, a logical prediction is that proliferation should be slowed or inhibited in these cells. Surprisingly, this is not observed and phosphomutant cells proliferate at a similar rate to wild type cells. In addition, blocking phosphorylation of Yhp1/Yox1 rescues fitness defects in cells that have inactivating mutations in the S-phase transcriptional activator Hcm1 [12]. Given these observations, the importance of Yhp1/Yox1 phosphoregulation is unknown.

Here, we use cells expressing unphosphorylatable alleles of Yhp1 and Yox1 to examine how reduced expression of essential cell cycle genes impacts cellular function. Systematic genetic interaction screens revealed that reduced expression of Yhp1/Yox1 target genes affects multiple cellular processes. Unphosphorylatable Yhp1/Yox1 mutants exhibit negative genetic interactions with factors required for transcription, consistent with the fact that transcription mutants further reduce expression of Yhp1/Yox1 target genes that are essential for the cell cycle. Surprisingly, blocking Yhp1/Yox1 phosphorylation increased the fitness of strains that exhibit mitotic defects. Most notably, positive genetic interactions were uncovered with the condensin complex, which is an essential regulator of chromosome segregation during mitosis. We find that phosphoregulation of Yhp1/Yox1 is required to establish the proper duration of cell cycle phases. Our data suggest that reducing expression of Yhp1/Yox1 target genes accelerates the G1/S transition and slows mitotic exit, enabling cells to better cope with chromosome segregation problems, such as those that occur in condensin mutants. These findings demonstrate that phosphoregulation of cell cycle TFs by Cdk1 helps to establish the length of cell cycle phases and, by extension, regulates cellular fitness.

## Results

### Genetic interaction screens identify consequences of Yhp1/Yox1 phosphorylation

Simultaneous mutation of Cdk1 phosphorylation sites in Yhp1 and Yox1 (*yhp1-13A* and *yox1-9A*, respectively) was previously found to have no detectable effect on the proliferation rate of cells growing on agar plates [12]. To examine the effect of these mutations on proliferation more precisely, the doubling times of strains expressing each mutant TF individually or together were first measured in liquid medium. Doubling times were nearly identical when cells were grown in rich medium (Fig 1A), similar to what was observed in plate-based assays. However, the *yhp1-13A yox1-9A* strain doubled significantly faster than wild type when cultures were treated with a sublethal dose of the microtubule poison nocodazole, consistent with previous findings [12].

**Fig 1:**
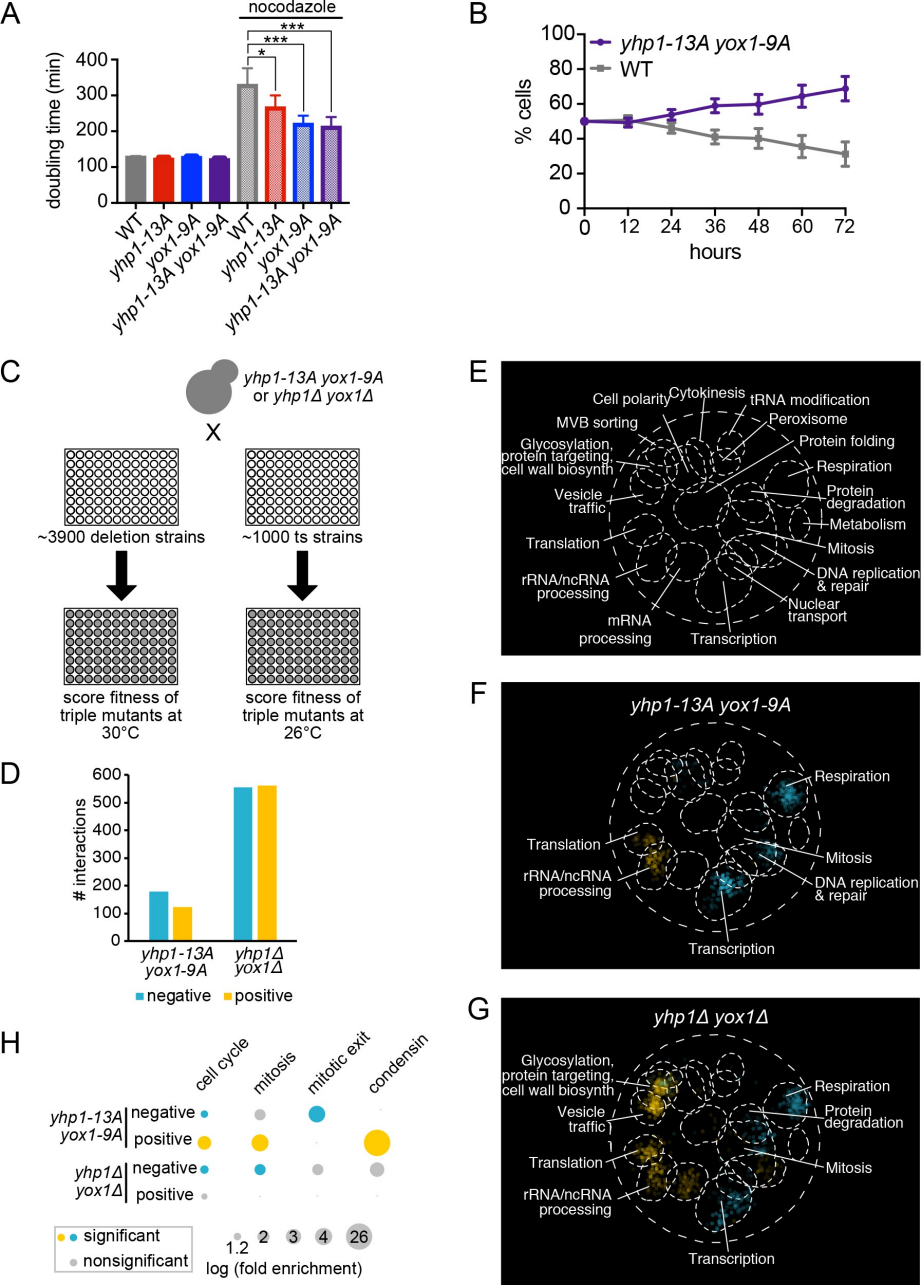
Identification of genetic interactions with *yox1 yhp1* mutant strains. **(A)** Doubling times of wild type (WT) or mutant strains with the indicated genotypes grown in rich media without (solid bars) or with (speckled bars) 5 μg/ml nocodazole at 30°C. Shown is an average of n = 6 experiments, error bars indicate standard deviations. Significance was tested using an unpaired t-test, *p < 0.05, ***p ≤ 0.0005. **(B)** WT and *yhp1-13A yox1-9A* strains were co-cultured, diluted every 12 hours to maintain logarithmic growth, and the percentage of each strain was quantified at the indicated time points. Shown is an average of n = 10 pairs of independently derived strains (each measured in duplicate or triplicate), error bars indicate standard deviations. See S1D Fig for plots of all individual experiments. Wild type—wild type control experiments are included in S1B and S1C Fig. **(C)** Outline of genetic interaction screens. Two screens were performed for each double mutant query strain (*yhp1-13A yox1-9A* and *yhp1Δ yox1Δ)*: one with non-essential deletion strains and one with temperature-sensitive (ts) alleles of essential genes. Growth of the resulting triple mutants was then inferred from colony size of cells growing on plates. **(D)** Number of negative (blue) and positive (yellow) interactions identified in *yhp1-13A yox1-9A* and *yhp1Δ yox1Δ* screens. Interacting genes identified in screens with non-essential and essential genes are combined. **(E)** Depiction of the previously described global genetic interaction network, visualized using SAFE analysis [19]. Regions enriched for specific biological processes are indicated. **(F-G)** SAFE analysis of interacting genes in *yhp1-13A yox1-9A* (F) and *yhp1Δ yox1Δ* (G) screens. Named processes are significantly enriched. Blue indicates negative interactions, yellow indicates positive interactions. **(H)** Enrichment of genes in specific cell cycle lists in the indicated groups of interacting genes. Node size represents log fold enrichment, colors represent significant interactions with p < 0.05. For parts (F-H) all analyses and statistics are included in S2 and S3 Datasets. Genes included in curated gene lists in part (H) are included in S4 Dataset.

To examine proliferation by a more sensitive approach, the double phosphomutant (*yhp1-13A yox1-9A*) was also assayed in a competitive growth assay with a wild type strain. In this assay, strains are co-cultured and diluted at regular intervals to maintain logarithmic growth. The relative frequencies of each strain in the population are followed over time using GFP markers: one strain expresses wild type GFP while the opposing strain expresses a non-fluorescent GFP mutant (Y66F). Because cells are co-cultured for many generations, this approach allows small differences in proliferation rate to be detected. Wild type strains expressing different GFP markers showed no difference in proliferation in this assay (S1A–S1C Fig), confirming that the GFP markers do not affect fitness. However, *yhp1-13A yox1-9A* strains exhibited a proliferative advantage compared to wild type when they were grown in co-culture (Fig 1B). Replicates of this experiment with 10 independently derived isolates of *yhp1-13A yox1-9A* supported this result (S1D Fig), indicating that the proliferative advantage was not the result of an unwanted mutation in a single strain. These results suggest that blocking phosphorylation of Yhp1 and Yox1 confers a fitness advantage to cells when they are growing in an optimal environment.

To understand how blocking phosphorylation of Yhp1/Yox1 can confer a fitness advantage, synthetic genetic array (SGA) analysis was performed to identify cellular processes that are positively or negatively impacted in phosphomutant cells [20,21]. The *yhp1-13A yox1-9A* query strain was crossed to ~3900 non-essential gene deletion strains and ~1000 strains carrying temperature-sensitive alleles of essential genes, representing ~600 genes [19,22] (Fig 1C). Colony size was used to infer fitness of the resulting triple mutant strains, with temperature-sensitive strains being screened at a semipermissive temperature where cells were viable but proliferated at a reduced rate. Genetic interactions were scored as negative if the resulting triple mutant strains had a fitness value that was less than the product of the combined defects of *yhp1-13A yox1-9A* and each individual deletion (or mutation). Positive genetic interactions were defined as triple mutants whose fitness was better than expected [19,23]. Altogether, 178 negative and 122 positive genetic interactions were identified with *yhp1-13A yox1-9A* (Fig 1D and S1 Dataset). To identify the processes that are impacted in *yhp1-13A yox1-9A* cells, several enrichment strategies were employed. Previously, data from genome-wide SGA screens were used to cluster genes with similar genetic interaction profiles [19]. Spatial analysis of functional enrichment (SAFE) analysis was then employed to functionally annotate gene clusters, generating a genetic map of the cell (Fig 1E). We similarly used SAFE analysis to identify enriched processes among the negative and positive interacting genes identified in our screens (see Methods). Negative genetic interactions were enriched for genes involved in transcription, respiration, mitosis, and DNA replication and repair, whereas positive interactions were enriched for genes regulating translation and rRNA/ncRNA processing (Fig 1F and S2 Dataset). Similar enrichments were identified using Gene Ontology (GO)-term enrichment analysis (S2 Dataset).

For comparison, complementary SGA screens were carried out with a double mutant query strain carrying deletions in both *YHP1* and *YOX1*. Deletion of both TFs increases expression of target genes [18], which is the opposite of what occurs in the *yhp1-13A yox1-9A* mutant. In comparison to the phosphomutant screens, the double deletion strain (*yhp1Δ yox1Δ*) interacted with approximately four times as many genes, with a total of 555 negative and 562 positive interactions (Fig 1D and S1 Dataset). Surprisingly, although the phosphomutant and deletion strains have opposite effects on gene expression, SAFE and GO term analyses revealed that many categories of genes that were enriched in their genetic interaction profiles overlapped (Fig 1F and 1G and S3 Dataset). These included negative interactions with transcription, respiration, and mitosis, as well as positive interactions with translation and rRNA/ncRNA processing. The *yhp1Δ yox1Δ* strain also interacted with additional categories of genes not observed in the phosphomutant. These categories included negative interactions with protein degradation genes, and positive interactions with genes involved in vesicle trafficking, and glycosylation, protein targeting and cell wall synthesis.

Although many categories of genes showed similar interactions with both deletion and phosphomutant strains, a closer examination of the data revealed that some genes known to be involved in cell cycle regulation displayed genetic interactions in opposite directions. Because cell cycle related categories (mitosis and DNA replication) that are identified by SAFE and enriched GO terms are very broadly defined, we also examined enrichment of interacting genes among curated lists of cell cycle, mitotic, and mitotic exit genes (see S4 Dataset for description). Surprisingly, although cell cycle genes were enriched among both positive and negative interactions in the *yhp1-13A yox1-9A* screens, the subset of these genes with mitosis-specific functions were significantly enriched specifically among the positive interactions. Conversely, mitotic genes were enriched specifically among negative interactions in *yhp1Δ yox1Δ* screens (Fig 1H). In addition to mitotic genes, we found that *yhp1-13A yox1-9A* negative interactions were also enriched for genes that regulate exit from mitosis. Since the phosphomutant strain exhibits a proliferative advantage compared to wild type (Fig 1B), we hypothesized that the observed genetic interactions between *yhp1-13A yox1-9A* and mitotic genes may be related to this increase in fitness.

### Identification of genes misregulated in phosphomutant cells

To better understand the identified genetic interactions, we examined genes that are misregulated in *yhp1-13A yox1-9A* cells. A set of Yhp1/Yox1 target genes was previously identified by profiling gene expression across the cell cycle in *yhp1Δ yox1Δ* cells [18], and several of these target genes are hyper-repressed in the *yhp1-13A yox1-9A* strain [12]. However, it was not known whether levels of all Yhp1/Yox1 targets are reduced in the phosphomutant strains, nor was it known whether Yhp1 and Yox1 phosphomutant proteins gained additional targets not regulated by their wild type counterparts. To address these questions, we performed RNA-seq on the *yhp1-13A yox1-9A* and *yhp1Δ yox1Δ* strains and identified changes in gene expression in each relative to wild type. 

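The phosphomutant set held 3 biological replicates each of wild type, yhp1-13A, yox1-9A and yhp1-13A yox1-9A. The deletion set held 3 each of wild type, yhp1Δ, yox1Δ and yhp1Δ yox1Δ. Each set had its own wild type samples, and all 24 cultures grew asynchronously in rich medium with dextrose. The methods name poly-A purification of the RNA, while the sample labels name its depletion. The authors aligned paired-end reads to the R64-1-1 genome with STAR and counted fragments on exons with featureCounts. They deposited the expression of genes in each sample as TPM, scaled for gene length and depth, with replicates kept apart. The paper's text does not name the step from counts to TPM. Each TPM value multiplied by gene length was a whole multiple of 1 step per sample for at least 99.9% of genes, which allowed the fragments to be recovered. A sample held 17.0 to 18.3 M fragments in the phosphomutant set (median 17.5 M) and 18.1 to 18.9 M in the deletion set (median 18.4 M). Differential expression was tested with limma on log2(TPM + 1) for genes with a mean TPM of at least 1 over the 12 samples of a set. The 4 groups of a set were fitted together, and 6316 and 6311 genes were tested. Changes are given as the log2 fold change of a mutant against the wild type of its set. Genes were called at a two-sided Benjamini-Hochberg adjusted p below 0.1, the false discovery rate that the paper's methods name for these strains. With 3 samples against 3, an exact permutation test of a single gene cannot give a p below 0.1.

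The median log2 fold change of all tested genes was -0.11 in yhp1-13A, -0.08 in yox1-9A and -0.12 in yhp1-13A yox1-9A. In the deletion strains it lay between -0.04 and 0.03. After scaling by median-of-ratios size factors, the medians of the phosphomutant strains were -0.00013, 0.01 and 0.0026. A gene that moved with all others in yhp1-13A yox1-9A thus had a log2 fold change of -0.12. The phosphomutant samples also split apart within their groups by the GC content of genes. The deviation of a sample from the mean of all 12 samples of the set fell with GC content in 6 samples. They were wild type replicates 1 and 2, yox1-9A replicates 1 and 2, and replicate 1 of both yhp1-13A and yhp1-13A yox1-9A. It rose with GC content in the other 6 samples. The first component of the residuals separated the same samples and held 63.3% of the residual variance, against 43.9% for the first component in the deletion set.

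YHP1 (YDR451C, chromosome IV of R64, 1361120 to 1362181) and YOX1 (YML027W, chromosome XIII, 221406 to 222563) identified the deletion strains. YHP1 was listed at 0 TPM in all yhp1Δ samples, and at 0.0141 ± 0.0245 TPM (SD, n = 3) in yhp1Δ yox1Δ, against 33.2 ± 3.51 TPM in the wild type of the deletion set. YOX1 stood at 0.831 ± 0.234 TPM in yox1Δ and 1.64 ± 0.222 TPM in yhp1Δ yox1Δ, against 96.0 ± 11.2 TPM in wild type (SD, n = 3 each). In the phosphomutant set, YHP1 was at 28.8 ± 7.13 TPM in wild type, 21.3 ± 3.83 in yhp1-13A, 29.8 ± 2.42 in yox1-9A and 18.9 ± 1.02 in yhp1-13A yox1-9A. YOX1 was at 83.4 ± 17.8 TPM in wild type, 79.4 ± 9.95 in yox1-9A and 76.7 ± 13.5 in yhp1-13A yox1-9A. In yhp1-13A and yhp1Δ, whose YOX1 carries no tag (S2 Table), it was at 36.2 ± 2.22 and 42.2 ± 5.67 TPM. YHP1, untagged in yox1Δ, was at 61.4 ± 18.2 TPM there. It is also untagged in yox1-9A, where it was at 29.8 TPM against 28.8 TPM in the tagged wild type of that set.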

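In yhp1-13A yox1-9A, limma called 1 of 6316 genes lower than in wild type and 0 higher. At an unadjusted p below 0.05, 140 genes were lower and 27 were higher. These 167 genes are a smaller share of the tested genes than the 0.05 that pass on average without any change. The excess of lower genes goes in the direction of the median of all genes, -0.12. In yhp1Δ yox1Δ, 12 of 6311 genes were called lower and 28 higher, against 97 and 137 at an unadjusted p below 0.05. Of these 40 called genes, 27 changed by less than 2-fold. The single mutants had 0 called genes in yhp1-13A (67 at an unadjusted p below 0.05), 18 in yox1-9A, 8 in yhp1Δ and 23 in yox1Δ. These counts also hold differences in strain genotype. LEU2 was called in yox1-9A and yox1Δ, which carry no LEU2 marker (S2 Table). MET17, LYS2 and the untagged YOX1 were called in yhp1Δ, and the deleted gene itself in each single deletion. Of the alternatives that change 1 choice and use no replicate numbers, a term for the sign of the first residual component, chosen after the data had been seen, moved the counts of the double mutants furthest. With this term, 23 genes were called lower and 3 higher in yhp1-13A yox1-9A, and 20 lower and 72 higher in yhp1Δ yox1Δ, while yox1-9A had 104. In the comparison of yox1-9A with wild type, where same-numbered samples deviated together, the replicate number as a block gave 52. The counts also depended on the number of samples. Genes called higher in yhp1Δ yox1Δ numbered 8 to 21 when any single sample of the comparison was left out. The gene called in yhp1-13A yox1-9A was YGP1 (YNL160W, chromosome XIV of R64, 336545 to 337609). Its TPM fell from 245 ± 30.2 in wild type to 79.2 ± 15.1 (SD, n = 3 each). The log2 fold change was -1.63 (SE 0.22, limma adjusted p = 0.058), and the adjusted p ranged from 0.011 to 0.26 over 8 alternative settings. All 3 mutant samples lay below all 3 wild type samples. Among called genes with all mutant samples below all wild type samples, the largest falls in yhp1Δ yox1Δ were those of YOX1, YHP1, the open reading frame YCL021W-A, the open reading frame YLR466C-B and LEU2. The deletions of YOX1 and YHP1 and the LEU2 marker are part of these strains. YCL021W-A was at 0.0393 ± 0.0681 TPM against 27.0 ± 3.45 in wild type (SD, n = 3 each), which is too few fragments for a fold change. YLR466C-B had a log2 fold change of -1.78 (SE 0.20, limma adjusted p = 0.00085), lower in 3 of 3 samples. Among called genes with all mutant samples above, PRY1, NCA3, the tRNA gene tE(UUC)K, PIG1 and YRO2 rose most. The tRNA gene had a log2 fold change of 1.47 (SE 0.24, limma adjusted p = 0.016), higher in 3 of 3 samples.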

Notably, relatively few genes significantly changed in expression in either *yhp1-13A yox1-9A* or *yhp1Δ yox1Δ* cells (S5 Dataset). Expression of target genes is expected to be reduced in *yhp1-13A yox1-9A* and increased in *yhp1Δ yox1Δ*. 

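Genes called lower in yhp1-13A yox1-9A and higher in yhp1Δ yox1Δ were counted among the 6275 genes tested in both sets. YGP1 was the 1 gene with this pattern, where 0.0045 genes are expected by chance (one-sided Fisher's exact test, p = 0.0045). At an unadjusted p below 0.05 in both strains, 26 genes had the pattern. The count was 1 without wild type replicate 2 of either set and 0 without any other single sample of the 4 groups. With the sign of the first residual component as a term, it was 12, and all of these are listed in S2B Fig. For the 16 genes of S2B Fig, the median log2 fold change in yhp1-13A yox1-9A was -0.83, against -0.12 for all genes. All 16 were lower than in wild type. The 3 mutant samples lay below the 3 wild type samples for 13 of them, where chance gives 10% in either direction. Adjusted over all tested genes, 1 was called. Adjusted over the list alone, 16 were called. Neither these calls nor the directions above are independent evidence, because the study chose this list on the same samples. Fold changes were under 2-fold for 11 of the 16. Within the samples whose deviation fell with GC content, the median was -0.79, and within those whose deviation rose it was -0.73. All 16 genes were lower in both. These comparisons held 2 wild type samples against 1 double mutant sample, and 1 against 2. Their spread was therefore not estimated. KIN3 (YAR018C, chromosome I of R64, 170396 to 171703) fell from 27.1 ± 5.50 to 13.3 ± 1.03 TPM (SD, n = 3 each), a log2 fold change of -0.96 (SE 0.19, limma adjusted p = 0.29, from 0.019 to 0.88 over 8 alternative settings, lower in 3 of 3 samples). PIG1 (YLR273C, chromosome XII, 689083 to 691029) fell from 7.70 ± 0.844 to 3.85 ± 0.158 TPM, with a log2 fold change of -0.84 (SE 0.16, limma adjusted p = 0.29, from 0.078 to 0.88 over 7 settings, lower in 3 of 3 samples). LSO1 (YJR005C-A, chromosome X, 448477 to 448758) had the largest fall of the 16, -1.75, with a standard error of 0.55, since wild type samples varied (15.9 ± 9.98 TPM against 3.53 ± 0.429).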

Only 16 genes fit this pattern and most of these genes changed in expression less than two-fold (S2A and S2B Fig). We reasoned that many target genes may not be identified as differentially expressed in this experiment if their oscillatory expression pattern, but not average expression, was affected. In addition, since these repressors have cell cycle stage-specific effects on target gene expression [12,18], it may be difficult to detect differential expression in asynchronous cultures.

To overcome these issues and identify a list of likely target genes, we acutely overexpressed each TF and their phosphomutant counterparts from a synthetic, estradiol-inducible promoter [24]. In these strains, treatment with estradiol induced detectable expression of Yox1 and Yhp1 proteins within 20 minutes and maximal expression was achieved by 60 minutes (Fig 2A). As expected, phosphomutant proteins were expressed at higher levels than their wild type counterparts. These short induction times had little to no effect on the cell cycle distribution of the populations (S3 Fig). Notably, within 20 minutes several hundred genes were downregulated in one or more strains and very few genes were upregulated, consistent with the possibility that most downregulated genes are direct targets of the repressors (Fig 2B and S6 Dataset). All 28 genes that were initially identified as Yhp1/Yox1 targets through analysis of a *yhp1Δ yox1Δ* strain were included in this list [18], as well as 14 of the 16 genes that were identified in the comparison of *yhp1-13A yox1-9A* and *yhp1Δ yox1Δ* strains (S2 Fig). Interestingly, Yox1 repressed many more genes than Yhp1, even though the TFs were expressed at similar levels by the 60-minute time point. Moreover, almost all the Yhp1-regulated genes were a subset of the Yox1-regulated genes (Fig 2C), suggesting that the TFs repress many of the same genes, but that Yhp1 is a less potent repressor. Importantly, most genes repressed by Yox1 or Yhp1 were also repressed by their respective phosphomutants (Fig 2D and 2E), confirming that the mutations do not affect target gene specificity. Instead, the phosphosite mutations likely exert their effects by increasing Yhp1/Yox1 levels, leading to greater repression of their target genes.

**Fig 2:**
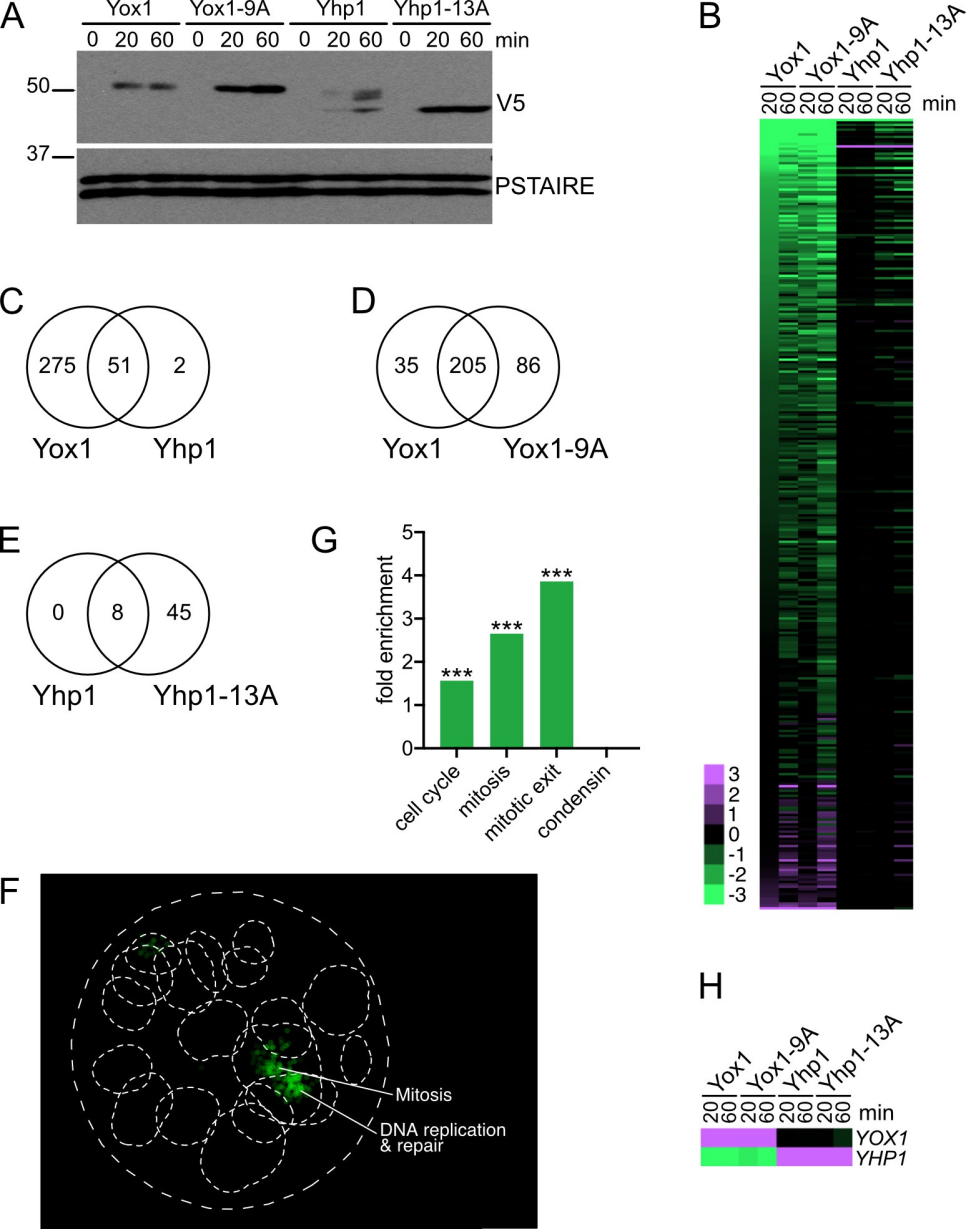
Identification of Yhp1/Yox1-regulated genes. Strains with the *Z3EV* promoter integrated upstream of *YHP1*, *yhp1-13A*, *YOX1*, or *yox1-9A* were treated with estradiol to induce TF overexpression for 20 or 60 minutes. **(A)** Western blot showing expression of the indicated proteins following 20 or 60 minutes of estradiol induction. All proteins were detected with antibodies that recognize a C-terminal 3V5 tag on Yhp1 or Yox1. PSTAIRE is shown as a loading control. **(B)** Heat map of all genes significantly changed in expression (at least 1.5-fold) after 20- or 60-minute induction of any of the four tested TF proteins. Genes are sorted by the background subtracted log fold change value following Yox1 induction after 20 minutes. List of genes and primary data is included in S6 Dataset. **(C)** Overlap of all genes that were significantly changed in any Yox1/Yox1-9A sample and all genes significantly changed in any Yhp1/Yhp1-13A sample. Overlap was determined to be significant using a hypergeometric test, p = 5.9e^-68^. **(D)** Overlap of all genes significantly changed in Yox1 at 20 or 60 minutes and all genes significantly changed in Yox1-9A at 20 or 60 minutes. Overlap was determined to be significant using a hypergeometric test, p = 6.4e^-270^. **(E)** Overlap of all genes significantly changed in Yhp1 at 20 or 60 minutes and all genes significantly changed in Yhp1-13A at 20 or 60 minutes. Overlap was determined to be significant using a hypergeometric test, p = 5.2e^-18^. **(F)** SAFE analysis of all genes shown in (B). Enriched processes are indicated. **(G)** Fold enrichment of genes from the indicated groups of cell cycle genes in the list of Yhp1/Yox1-regulated genes from (B), ***p < 0.0005. For parts (F) and (G) all analyses and statistics are included in S7 Dataset. **(H)** Zoom in on regulation of *YOX1* and *YHP1* expression from part (B), highlighting that Yox1 represses *YHP1* expression. Scale bar matches (B).

We considered all genes that changed significantly (at least 1.5-fold) following acute Yhp1/Yox1 overexpression to be Yhp1/Yox1 target genes and performed enrichment analysis to identify cellular processes that are likely impacted in the phosphomutant strain. SAFE and GO term enrichment analyses confirmed that the primary functions of these TFs are to repress expression of genes involved in mitosis and DNA replication and repair (Fig 2F and S7 Dataset). In addition, genes in curated lists of cell cycle, mitotic, and mitotic exit genes were all significantly enriched among Yhp1/Yox1 targets (Fig 2G). A motif scan of the promoters of this set of genes also revealed a significant enrichment of Yox1, Fkh2, and Mcm1 motifs, supporting the possibility that many of these genes are cell cycle regulated and directly regulated by Yhp1/Yox1 (S8 Dataset). Finally, a regulatory relationship between Yox1 and Yhp1 was evident. Overexpression of Yox1 strongly repressed expression of Yhp1, although the converse did not occur (Fig 2H). This result suggests that the activities of Yox1 and Yhp1 are coordinated during the cell cycle.

### Negative interactions between *yhp1-13A yox1-9A* and conditional alleles of target genes

Since Yhp1/Yox1 repress many essential cell cycle regulatory genes, we expected to identify negative genetic interactions between *yhp1-13A yox1-9A* and hypomorphic alleles of those essential target genes (temperature sensitive alleles at semipermissive temperatures) in our SGA screen. Conversely, since deletion of *YHP1* and *YOX1* should increase expression of these genes, we expected to identify positive interactions between *yhp1Δ yox1Δ* and the same cell cycle regulatory genes. Consistent with these predictions, we identified negative interactions between *yhp1-13A yox1-9A* and temperature sensitive alleles of six genes that were found to be repressed by Yhp1/Yox1 (Fig 3A–3C). These genes include the replication proteins *MCM5/CDC46*, *MCM2*, *PRI2* and *POL1*, and the mitotic regulators *DBF2* and *CDC20*. 

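In the strains of Fig 3C, all 6 genes were lower in yhp1-13A yox1-9A than in wild type, with a median log2 fold change of -0.53, and kept this direction after median-of-ratios scaling. Adjusted over all tested genes, limma called 0 of the 6, and adjusted over the list alone it called 4. All mutant samples lay below all wild type samples for 2 of the 6, where chance gives 10% in either direction. The median was -0.32 within the samples whose deviation fell with GC content and -0.43 within the others. Of the 6 genes, 5 were lower in both. With 1 sample on 1 side of each comparison, these medians have no measured spread. MCM5 (YLR274W, chromosome XII of R64, 691555 to 693882) fell from 33.8 ± 1.98 to 21.1 ± 2.15 TPM (SD, n = 3 each). Its log2 fold change was -0.66 (SE 0.14, limma adjusted p = 0.34, from 0.066 to 0.88 over 8 alternative settings, lower in 3 of 3 samples), and it was -0.67 in yox1-9A and -0.25 in yhp1-13A. For MCM2 (YBL023C, chromosome II, 174920 to 177526) the log2 fold change was -0.53 (SE 0.19), with 2 of 3 mutant samples below all wild type samples. CDC20 (YGL116W, chromosome VII, 289809 to 291641) changed by -0.53 (SE 0.21), also with 2 of 3 samples below. PRI2 (YKL045W, chromosome XI, 353493 to 355079) and POL1 (YNL102W, chromosome XIV, 430087 to 434493) changed by -0.19 (SE 0.21) and -0.27 (SE 0.25), which is within the spread between replicates. The limma adjusted p was 0.83 for each of these last 4 genes. In yhp1Δ yox1Δ, all 6 genes were higher than in wild type, 3 were called over all genes and 3 over the list alone. MCM5 rose by 0.73 (SE 0.13, limma adjusted p = 0.030) and MCM2 by 0.51 (SE 0.11, limma adjusted p = 0.079), in 3 of 3 samples each. Over 8 alternative settings, the adjusted p of MCM2 ranged from 0.059 to 0.29. CDC20, PRI2 and POL1 rose by 0.22 (SE 0.15), 0.18 (SE 0.17) and 0.09 (SE 0.11), which the test did not separate from 0.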

We confirmed the negative interaction between *yhp1-13A yox1-9A* and *dbf2-2* (an alternate allele of *DBF2* that was not identified in the genetic interaction screen) and examined the relative contributions of the individual *yox1* and *yhp1* alleles to the phenotype by measuring doubling times. Notably, the individual *yhp1-13A* and *yox1-9A* alleles lengthened the doubling time of *dbf2-2* and the combination of alleles showed a stronger effect (Fig 3D). This is consistent with the observation that the double phosphomutant strain displayed a greater downregulation of *DBF2* gene expression compared to each single mutant (Fig 3C). 

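DBF2 (YGR092W, chromosome VII of R64, 668189 to 669907) stood at 32.7 ± 3.05 TPM in the wild type of the phosphomutant set (SD, n = 3, as for each group). It was at 24.3 ± 3.06 TPM in yhp1-13A, 26.6 ± 3.47 in yox1-9A and 19.9 ± 4.20 in yhp1-13A yox1-9A. The log2 fold changes against wild type were -0.42, -0.30 and -0.71 (SE 0.17 each, limma adjusted p = 0.91, 1.0 and 0.43). For yhp1-13A yox1-9A, the adjusted p ranged from 0.018 to 0.88 over 8 alternative settings. It was 0.081 with the GC slope as a covariate and 0.061 with the residual component term, both chosen after the data had been seen. In each of these strains all 3 samples lay below all wild type samples (exact permutation test, two-sided p = 0.1, the smallest p that 3 samples against 3 allow). Compared directly, yhp1-13A yox1-9A was lower than yhp1-13A by a log2 difference of -0.29 (SE 0.17, limma adjusted p = 1.0). It was lower than yox1-9A by -0.41 (SE 0.17, limma adjusted p = 0.99). Without adjustment over all genes, the limma p was 0.11 against yhp1-13A and 0.031 against yox1-9A. In both comparisons, 2 of the 3 double mutant samples lay below all 3 samples of the single mutant. Over the same settings, these differences stayed between -0.30 and -0.27 and between -0.43 and -0.38, with the smallest limma adjusted p at 1.0 and 0.12. In the deletion set, DBF2 was at 29.1 ± 2.03 TPM in wild type, 29.0 ± 2.70 in yhp1Δ, 39.7 ± 3.27 in yox1Δ and 57.5 ± 1.90 in yhp1Δ yox1Δ. The log2 fold change in yhp1Δ yox1Δ was 0.96 (SE 0.10, limma adjusted p = 0.00067, higher in 3 of 3 samples). The double deletion was higher than yhp1Δ by 0.97 (limma adjusted p = 0.00066) and than yox1Δ by 0.53 (limma adjusted p = 0.060).

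**Figure D1:**
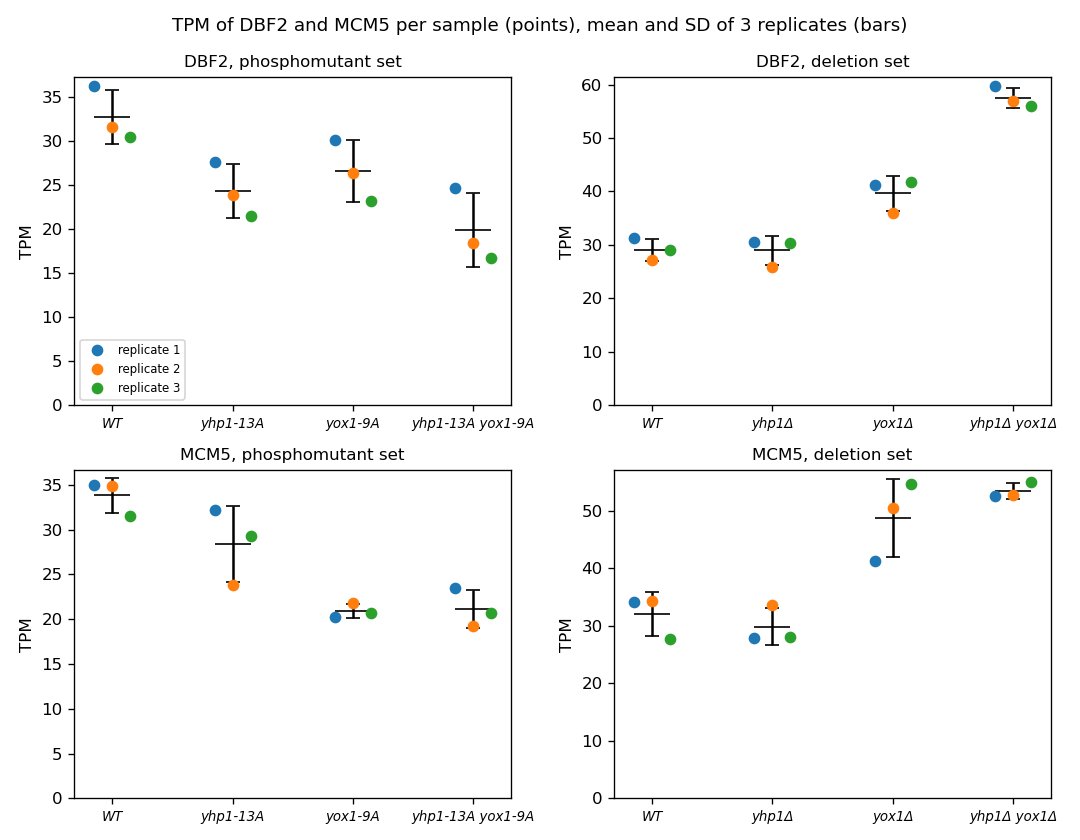
TPM of DBF2 (top) and MCM5 (bottom) by strain in the phosphomutant set (left) and the deletion set (right), with points for replicates and bars for the mean and SD of 3 replicates. DBF2 samples of yhp1-13A yox1-9A lie between 16.7 and 24.7 TPM, below the wild type samples at 30.4 to 36.2 TPM, and the fall of both genes held under median-of-ratios scaling.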

Importantly, *yhp1Δ yox1Δ* displayed positive interactions with four of these genes (*MCM5/CDC46*, *MCM2*, *POL1* and *DBF2*), in line with our predictions (Fig 3A).

**Fig 3:**
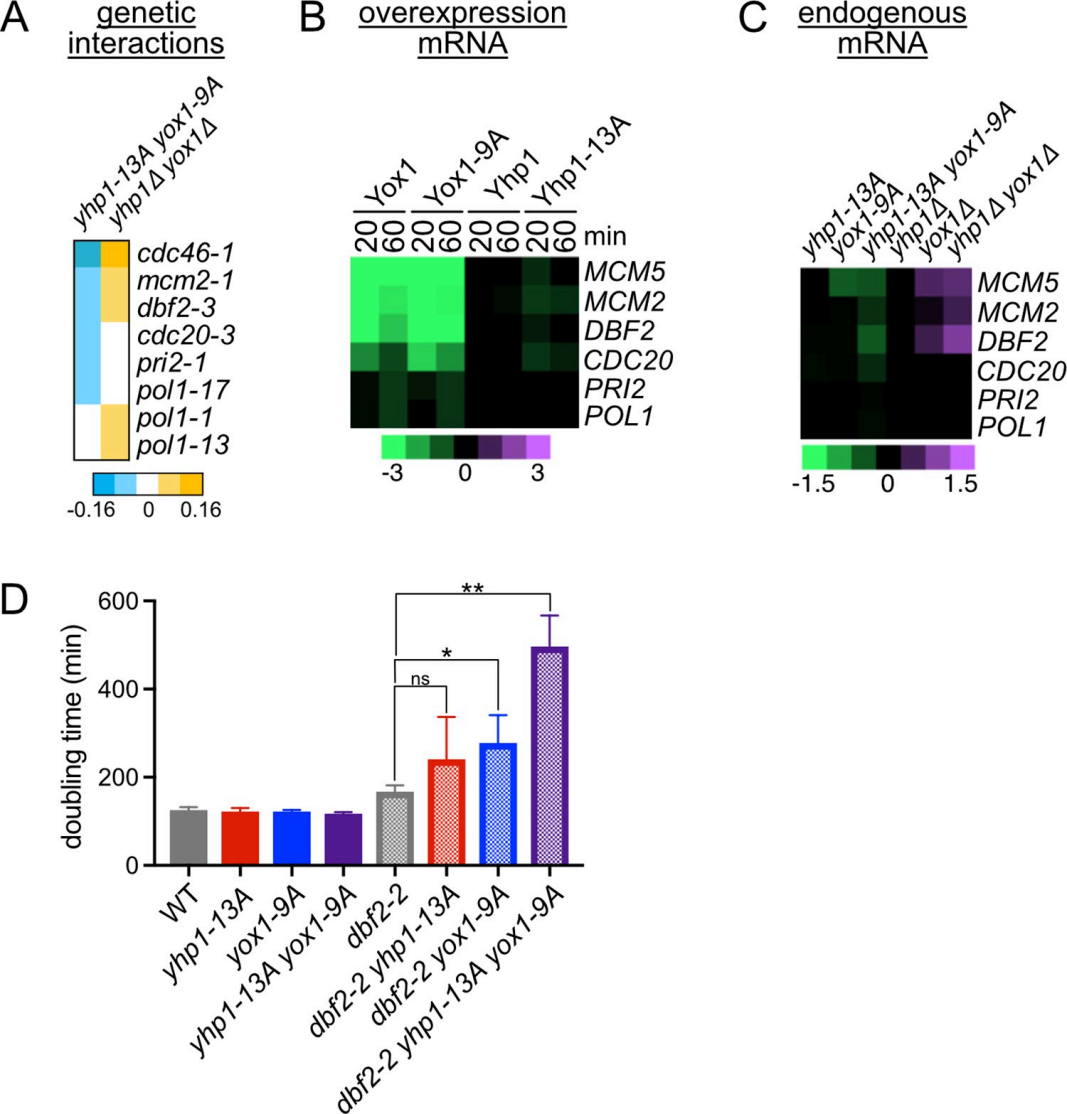
Negative interactions between *yhp1-13A yox1-9A* and conditional alleles of target genes. **(A)** Genetic interactions between double mutant query strains and conditional alleles of Yhp1/Yox1 target genes, from SGA screens described in Fig 1. **(B)** Gene expression of the indicated Yhp1/Yox1 target genes following acute overexpression of the indicated proteins, from RNAseq experiments in Fig 2. Negative genetic interactions were identified between ts alleles of these genes and *yhp1-13A yox1-9A*. **(C)** Expression of genes from (A) in strains expressing the indicated Yhp1/Yox1 mutants from their endogenous promoters, or deleted for the indicated TFs, from RNAseq experiments in S2 Fig. Note the difference in scale between (B) and (C). **(D)** Doubling times of the indicated strains growing at 30°C in rich media. Shown is an average of n = 3–5 replicates, error bars indicate standard deviations. Significance was tested using an unpaired t-test, *p < 0.05, **p < 0.005, ns = nonsignificant.

Interestingly, a second group of genes that displayed negative interactions with *yhp1-13A yox1-9A* were genes involved in transcription, including several subunits and/or regulators of RNA Polymerase II (Fig 1F and S1 Dataset). We validated the negative interaction with the mediator subunit *SRB2* and found significantly reduced expression of Yhp1/Yox1 target genes in an *srb2Δ yhp1-13A yox1-9A* triple mutant compared to the individual mutants (S4A–S4C Fig). These data suggest that when mutations in RNA Polymerase II regulators are combined with *yhp1-13A yox1-9A* they cause a more severe growth defect by further decreasing the expression of essential Yhp1/Yox1 target genes. Interestingly, negative genetic interactions were also identified between *yhp1Δ yox1Δ* and genes that regulate transcription, including *SRB2* (Figs 1G and S4D). 

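In yhp1Δ yox1Δ, all 16 genes of S2B Fig were higher than in wild type, with a median log2 fold change of 0.92, against 0.03 for all genes. Adjusted over all tested genes, limma called 12 of the 16. Adjusted over the list alone it called 16, on the samples from which the study chose the list. The 3 mutant samples lay above the 3 wild type samples for 13 of the genes. Chance gives 10% in either direction, but not for a list chosen on these samples. PRY1 (YJL079C, chromosome X of R64, 289875 to 290774) rose from 147.0 ± 12.1 to 674 ± 42.5 TPM (SD, n = 3 each), a log2 fold change of 2.19 (SE 0.12, limma adjusted p = 5.8e-07, higher in 3 of 3 samples). NCA3 (YJL116C, chromosome X, 193860 to 194873) rose from 34.8 ± 11.3 to 101 ± 18.9 TPM, with a log2 fold change of 1.54 (SE 0.22, limma adjusted p = 0.0055, higher in 3 of 3 samples). PIG1 rose from 6.63 ± 0.937 to 17.4 ± 0.761 TPM and KIN3 from 27.9 ± 5.37 to 55.6 ± 1.79 TPM. In the single mutants the genes of this list had a median log2 fold change of 0.06 in yhp1Δ, where 0 were called over all genes and 1 over the list alone, and 0.41 in yox1Δ, where 3 and 10 were called.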

Since Yhp1/Yox1 target genes are de-repressed in the *yhp1Δ yox1Δ* strain, this negative interaction must occur through an alternative mechanism. However, since widespread cellular processes are likely affected when Pol II-mediated transcription is reduced, it is not surprising that Pol II-associated mutations display negative interactions with both gain of function and loss of function Yhp1/Yox1 mutations.

### Blocking Yhp1/Yox1 phosphorylation improves fitness of condensin mutants

One striking finding from the SGA screens was that mitotic genes were enriched among the genes that display positive interactions with *yhp1-13A yox1-9A*, and among the genes that display negative interactions with *yhp1Δ yox1Δ* (Fig 1H). We hypothesized that these interactions may be related to the increase in fitness and resistance to microtubule disruption that is observed in *yhp1-13A yox1-9A* strains (Fig 1A and 1B) and therefore investigated these interactions further.

Among the genes that displayed positive interactions with *yhp1-13A yox1-9A* were three of the five subunits of the condensin complex (Figs 1H and 4A), which is essential for controlling chromosome structure during mitosis. Doubling time assays confirmed that *yhp1-13A yox1-9A*, and to a lesser extent each single mutant, partially reversed the slow growth phenotype of *brn1-9* cells at the semipermissive temperature (Fig 4B). Similar rescue was observed in strains bearing temperature-sensitive alleles of *YCG1* and *YCS4*, the two condensin subunits that were not identified in the screen. In addition, *yhp1-13A yox1-9A* increased the proliferation rate of cells expressing reduced levels of Smc4 mediated by an *SMC4-AID* (auxin-inducible degron) allele (S5A and S5B Fig), confirming the positive interaction between *yhp1-13A yox1-9A* and condensin when condensin activity is reduced by an alternate mechanism. Notably, deletion of *YHP1* and *YOX1* had the opposite effect on condensin mutants. The *yhp1Δ yox1Δ* screen identified a negative interaction with *smc4-1* (Fig 4A), and *yhp1Δ yox1Δ* reduced the proliferation rate of *ycg1-2* and *ycs4-1* strains when these mutants were examined directly, although the delay in *ycs4-1* was not statistically significant (Fig 4C and 4D).

**Fig 4:**
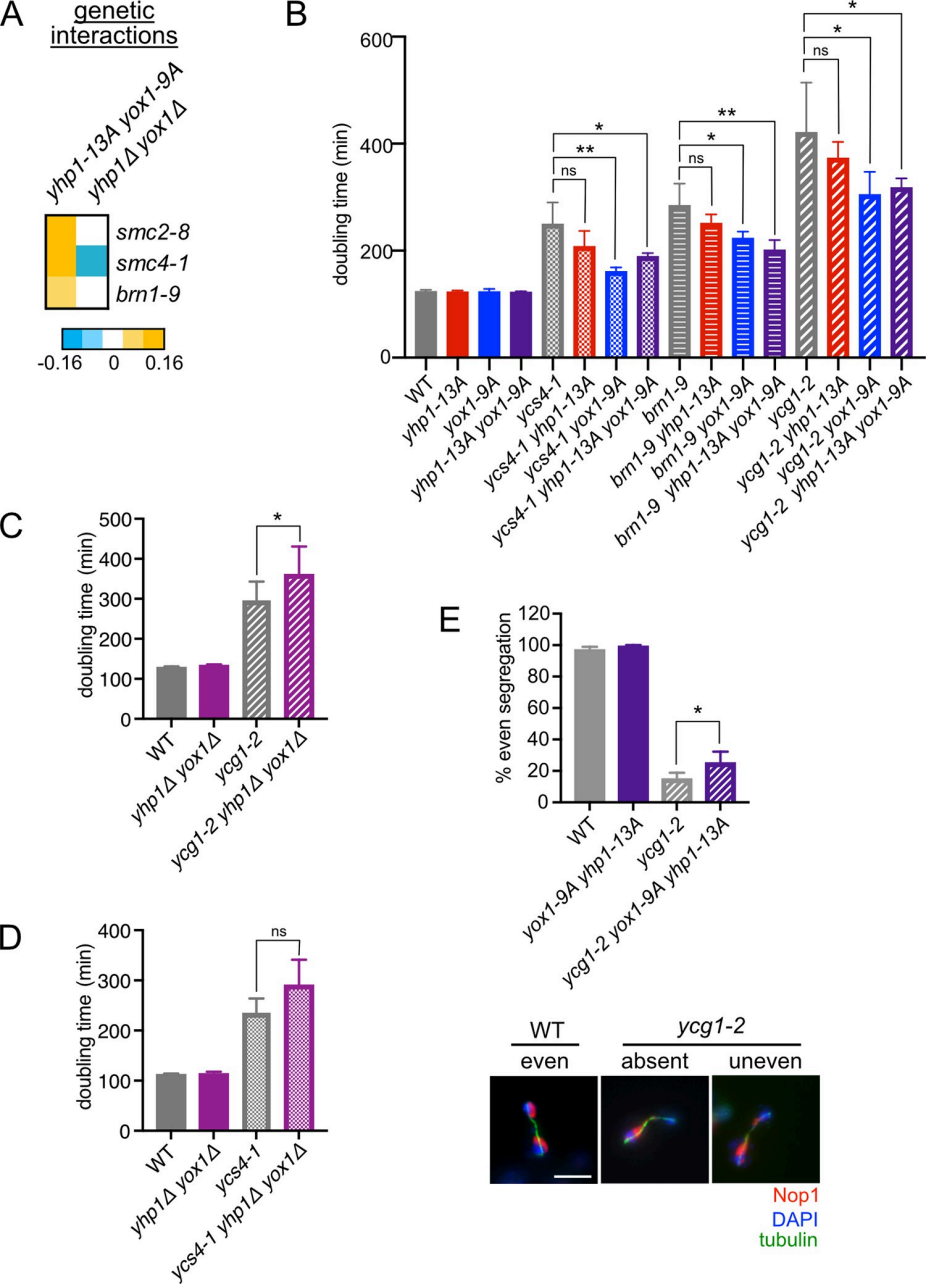
Yhp1/Yox1 phosphomutants improve proliferation of condensin mutant strains. **(A)** Genetic interactions between double mutant query strains and conditional alleles of condensin genes, from SGA screens described in Fig 1. **(B)** Doubling times of strains with the indicated genotypes grown in rich media at 28°C. Shown are an average of n = 3–6 replicates, error bars indicate standard deviations. **(C)** Average doubling times of the indicated strains grown at 28°C for n = 4–10 replicates, error bars indicate standard deviations. **(D)** Average doubling times of the indicated strains grown at 30°C for n = 3–7 replicates, error bars indicate standard deviations. For parts (B-D) significance was tested using an unpaired t-test, *p < 0.05, **p < 0.005, ns = nonsignificant. **(E)** Quantitation of nucleolar segregation in the indicated strains. Nop1 segregation was scored in at least 100 cells in n = 3 replicate experiments. Shown is average percentage of even Nop1 segregation, error bars indicate standard deviations. Significance was tested using a paired t = test, *p < 0.05. Representative images are shown comparing even segregation in a wild type (WT) strain to absent and uneven segregation that occur most frequently in *ycg1-2* strains. Scale bar represents 5 μM.

Condensin complexes act throughout the genome to compact chromosome structure and enable accurate chromosome segregation [25–27]. An essential function of the complex in budding yeast is to mediate the compaction of the repetitive rDNA locus on chromosome XII, which is necessary for nucleolar segregation [28–30]. Although *yhp1-13A yox1-9A* only partially rescues proliferation defects in condensin mutants (Figs 4B and S5), we asked whether these mutations had any effect on nucleolar segregation that might explain the partial rescue. To test this, segregation of the nucleolar marker Nop1 was assayed in *ycg1-2* mutant cells with or without *yhp1-13A yox1-9A*. Cells were arrested in G1 at the permissive temperature and then released into the cell cycle at 30°C, which is the restrictive temperature for *ycg1-2*. Consistent with previous reports [31,32], *ycg1* mutants displayed a severe nucleolar segregation defect, with only 15% of cells evenly segregating their nucleoli (Fig 4E). However, *ycg1-2 yhp1-13A yox1-9A* cells showed even nucleolar segregation in 25% of cells, demonstrating a partial rescue of this essential condensin function.

### Yhp1/Yox1 phosphorylation establishes the lengths of cell cycle phases

Having established that *yhp1-13A yox1-9A* partially rescues rDNA segregation and growth defects in cells with condensin mutations, we sought to identify the mechanism of this rescue. 

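The condensin subunits are encoded by SMC2 (YFR031C), SMC4 (YLR086W), BRN1 (YBL097W), YCG1 (YDR325W) and YCS4 (YLR272C). In yhp1-13A yox1-9A their log2 fold changes lay between -0.28 and -0.10, with a median of -0.18, against -0.12 for all genes. After median-of-ratios scaling the median was -0.05, and SMC4 changed direction to 0.01. Limma called 0 of the 5 genes over all tested genes and 0 over the list alone, with adjusted p from 0.83 to 0.87. No subunit had an unadjusted p below 0.05. As a set, the 5 genes did not stand apart from other genes (limma camera, two-sided p = 0.43, with 7 of the 10 splits of the 6 samples as small in an exact permutation), nor did they under fry or an estimated correlation. The median was 0.02 within the samples whose deviation fell with GC content and 0.01 within the others, each with 1 sample on 1 side. YCG1 was at 16.7 ± 2.33 TPM in wild type and 14.8 ± 2.84 in yhp1-13A yox1-9A (SD, n = 3 each), a log2 fold change of -0.17 (SE 0.20). BRN1 had the lowest expression of the 5, at 5.14 ± 1.89 TPM in wild type and 4.05 ± 0.997 in the mutant, from at least 151 fragments per mutant sample. With standard errors from 0.20 to 0.26, a change of this size was not detectable with 3 replicates. In yhp1Δ yox1Δ the log2 fold changes lay between -0.08 and 0.19 with a median of 0.02 (camera p = 0.63, 7 of 10 splits in the exact permutation), and 0 were called.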

Importantly, expression of condensin genes was unchanged in RNA-seq experiments (Fig 2G and S5 and S6 Datasets), ruling out the possibility that *yhp1-13A yox1-9A* simply increased the expression of hypomorphic condensin alleles. Since Yhp1/Yox1 are repressors of mitotic gene expression, we considered the possibility that reducing expression of mitotic genes could lengthen mitosis, providing cells more time to accurately segregate their chromosomes. However, the cell cycle is not notably lengthened in *yhp1-13A yox1-9A* cells (Fig 1A), which argues against this possibility. To test this directly, we compared progression through mitosis between wild type and *yhp1-13A yox1-9A* cells. Cells were synchronized in G1 phase and mitotic progression was followed by examining mitotic spindle morphology and release of the phosphatase Cdc14 from the nucleolus, which is an established marker of anaphase [33]. These experiments suggested that the timing of anaphase was nearly identical in the two strains, peaking at 110 minutes after release from G1 (orange and purple lines, Fig 5A). Although this result suggested that there was no effect on mitotic timing in the mutant, we reproducibly observed that at the 60-minute time point the *yhp1-13A yox1-9A* mutant displayed an increased percentage of metaphase spindles compared to wild type cells at the same time point (blue lines, Figs 5A and S6). This suggested that *yhp1-13A yox1-9A* cells may start metaphase earlier than wild type, which would equate to a lengthening of mitosis.

**Fig 5:**
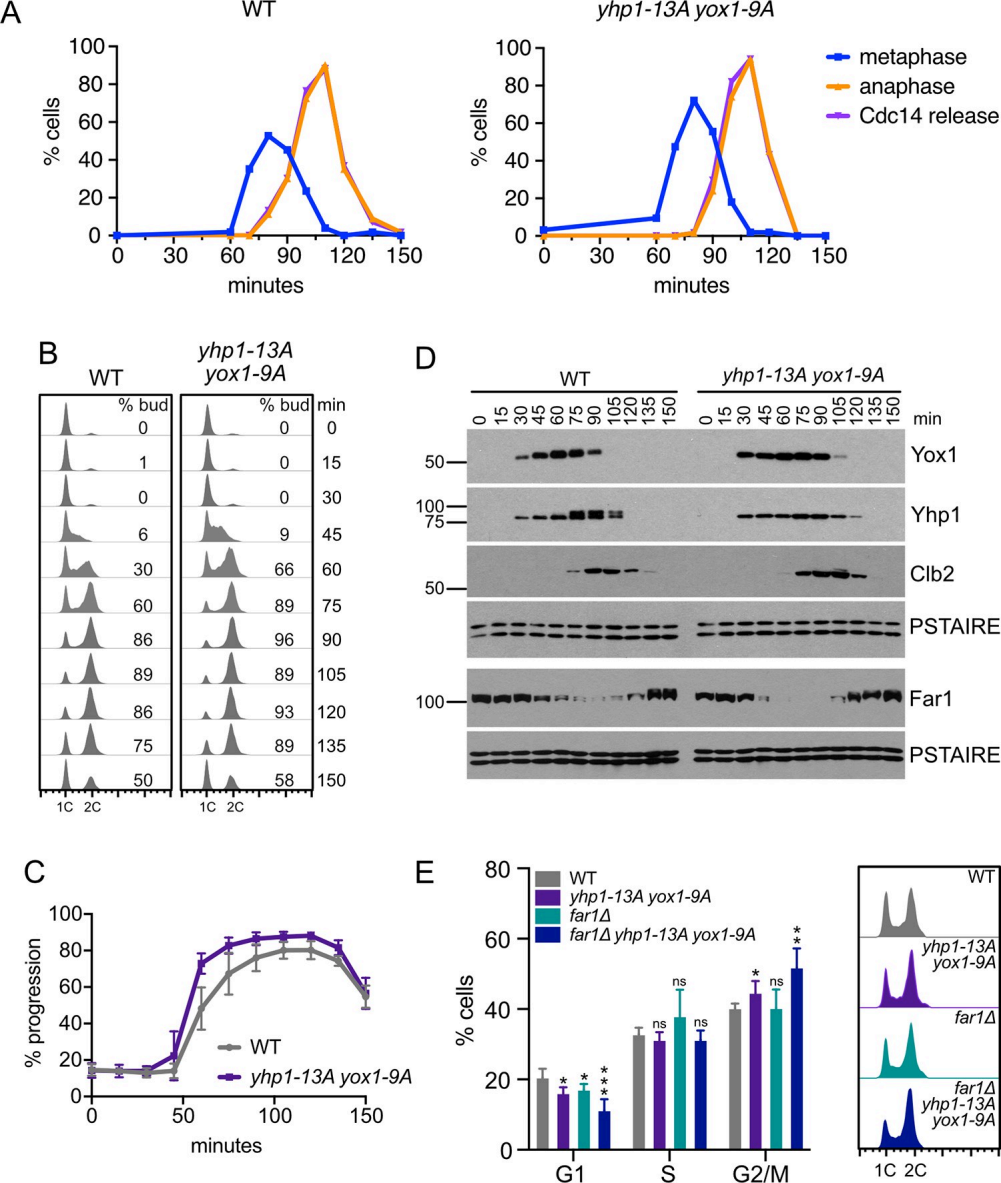
Altered cell cycle timing in *yhp1-13A yox1-9A* cells. **(A)** Cells were arrested in G1 with alpha factor and mitotic progression was quantified in the indicated strains following release from arrest at 23°C. Percentage of metaphase and anaphase spindles are shown, as well as the percentage of cells in which Cdc14 has been released from the nucleolus. A representative experiment is shown. See S6 Fig for mean percentage of metaphase spindles at the 60-minute time point from n = 3 experiments. **(B)** DNA content of the indicated strains following release from a G1 arrest at 23°C, as in (A). Percentage of budded cells at each time point is indicated. Shown is a representative experiment. **(C)** Quantitation of DNA content as a proxy for cell cycle progression. Shown are average values from n = 3 experiments performed as described in (A), error bars indicate standard deviations. **(D)** Western blots of 3V5-tagged Yox1/Yox1-9A, 13Myc-tagged Yhp1/Yhp1-13A, Clb2 and 3V5-tagged Far1 following release from G1 arrest at 23°C. PSTAIRE blots are shown as loading controls. **(E)** DNA content was measured by flow cytometry in the indicated strains growing asynchronously at 23°C. Average percentage of cells in each phase is shown in the graph at the left, representative plots are shown at the right. Graph shows an average of n = 6 replicates, errors bars indicate standard deviations. Significance of the changes in each genotype compared to WT were determined by repeated measures two-way ANOVA with Geisser-Greenhouse correction and Holm-Šídák’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.005, ns = non-significant.

To examine this possibility, we followed progression through early stages of the cell cycle in the two strains. Surprisingly, *yhp1-13A yox1-9A* strains increased budding and started DNA replication earlier than wild type, indicating that the G1/S transition was accelerated (Fig 5B–5C). Additionally, the mitotic cyclin Clb2 increased in expression earlier in the phosphomutant compared to wild type (Fig 5D, compare 60-75-minute time points), consistent with an earlier entry into metaphase. Since *yhp1-13A yox1-9A* cells enter mitosis earlier than wild type cells, but reach anaphase at the same time, these findings support our hypothesis that *yhp1-13A yox1-9A* cells spend more time in mitosis. To investigate this possibility in an alternate way, we also examined the cell cycle in asynchronously growing cells using flow cytometry. Notably, phosphomutants had a reduced percentage of cells in G1 and an increased percentage of cells in G2/M, compared to wild type (Fig 5E). This further demonstrates that *yhp1-13A yox1-9A* cells display a redistribution of cell cycle timing, they spend less time in G1 and more time in mitosis.

We next investigated how the G1/S transition was accelerated in *yhp1-13A yox1-9A* cells. We examined expression of all known G1/S regulators in our list of Yhp1/Yox1-regulated genes to determine if any genes known to inhibit S-phase entry could be Yhp1/Yox1 targets whose expression are reduced in the mutant. The only established G1/S regulator that was included on the list of Yhp1/Yox1 targets was the Cdk1 inhibitor Far1. Far1 is transcriptionally induced when cells are exposed to mating pheromone, when it functions to arrest cells at the G1/S transition to facilitate mating [34]. However, even in the absence of mating pheromone, *FAR1* is a cell-cycle regulated gene [1,35], and its deletion accelerates the G1/S transition [36,37]. We compared Far1 expression in wild type and *yhp1-13A yox1-9A* cells after release from G1 and found that Far1 protein levels decreased earlier in *yhp1-13A yox1-9A* cells (Fig 5D), and that the decrease in Far1 correlated with the entry into S phase (Fig 5B–5C). To test whether decreased Far1 could explain the accelerated S phase that we observed, we deleted *FAR1* in wild type and *yhp1-13A yox1-9A* strains. Similar to *yhp1-13A yox1-9A* strains, *far1Δ* decreased the percentage of cells in G1 phase (Fig 5E). However, there was an additive effect when these mutations were combined, with an even greater decrease in the percentage of G1 cells in *yhp1-13A yox1-9A far1Δ* strains. This result suggests that although *FAR1* may be a Yhp1/Yox1 regulated gene, its downregulation is not likely to be responsible for the acceleration S phase entry in *yhp1-13A yox1-9A* cells. Therefore, this effect must be mediated by additional Yhp1/Yox1 target genes.

### Increased repression of mitotic exit genes improves the fitness of condensin mutants

We next sought to identify the Yhp1/Yox1 target genes whose downregulation causes the observed delay in mitotic progression and rescues the proliferation defect in condensin mutants.

Condensin-mediated rDNA condensation is coordinated with the steps of mitotic exit, which is regulated by two connected pathways, FEAR (Fourteen Early Anaphase Release) and MEN (Mitotic Exit Network). The FEAR pathway triggers partial release of the phosphatase Cdc14 from the nucleolus and is required for condensin recruitment to the rDNA and accurate rDNA segregation [31,38]. Condensin then remains active until Cdc14 is fully released from the nucleus, through the action of the MEN pathway (Fig 6A). Mutations in the MEN pathway prolong the period of condensin-mediated rDNA compaction [39]. Notably, genes in these pathways were highly enriched among Yhp1/Yox1 target genes (Figs 2G and 6A–6C). In addition, negative genetic interactions were identified between *yhp1-13A yox1-9A* and several genes in these pathways, including *dbf2* (Figs 1H–3D and 6A). These results suggested that *yhp1-13A yox1-9A* cells express reduced levels of FEAR/MEN genes, which may prolong the period of condensin activity during mitosis, partially reversing the rDNA segregation and proliferation defects in condensin mutant cells.

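Of the FEAR and MEN genes in Fig 6C, the 6 had a median log2 fold change of -0.54 in yhp1-13A yox1-9A, and all 6 were lower than in wild type. After median-of-ratios scaling MOB1 changed direction to 0.04. Limma called 0 of the 6 over all tested genes and 4 over the list alone. SPO12 (YHR152W, chromosome VIII of R64, 401434 to 401955) fell from 135 ± 43.6 to 89.5 ± 15.9 TPM (SD, n = 3 each), a log2 fold change of -0.55 (SE 0.25). BNS1 (YGR230W, chromosome VII, 951894 to 952307) fell from 47.8 ± 12.1 to 30.7 ± 6.46 TPM, a log2 fold change of -0.61 (SE 0.22). SLK19 (YOR195W, chromosome XV, 712866 to 715331) changed from 21.5 ± 7.10 to 15.6 ± 7.14 TPM, a log2 fold change of -0.47 (SE 0.37). For each of these 3 genes, 2 of 3 mutant samples lay below all wild type samples and the limma adjusted p was 0.83. MOB1 (YIL106W, chromosome IX, 166415 to 167444) was at 67.0 ± 7.07 TPM in wild type and 63.4 ± 12.7 in the mutant, which is within the replicate spread. Within the samples whose deviation fell with GC content the median of the 6 genes was -0.38, and within the others it was -0.31. Comparisons within this split have 1 sample on 1 side, so their spread was not estimated. In yhp1Δ yox1Δ, 5 of the 6 genes were higher with all mutant samples above all wild type samples, where chance gives 10% in either direction. Of these, 1 was called over all genes and 4 over the list alone. The 32 mitotic exit genes of S4 Dataset had a median log2 fold change of -0.12 in yhp1-13A yox1-9A, the same as all genes (limma camera, two-sided p = 0.096, with 4 of the 10 splits of the 6 samples as small in an exact permutation). After median-of-ratios scaling it was 0.0017, and within the samples split by GC content it was 0.0046 and -0.07. Limma called 0 of the 32 over all genes and 1 over the list alone. In yhp1Δ yox1Δ their median was 0.06 (camera p = 0.021, 3 of 10 splits in the exact permutation). This p was 0.19 under fry and 0.39 with an estimated correlation, and the median was -0.0011 without wild type replicate 3.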

**Fig 6:**
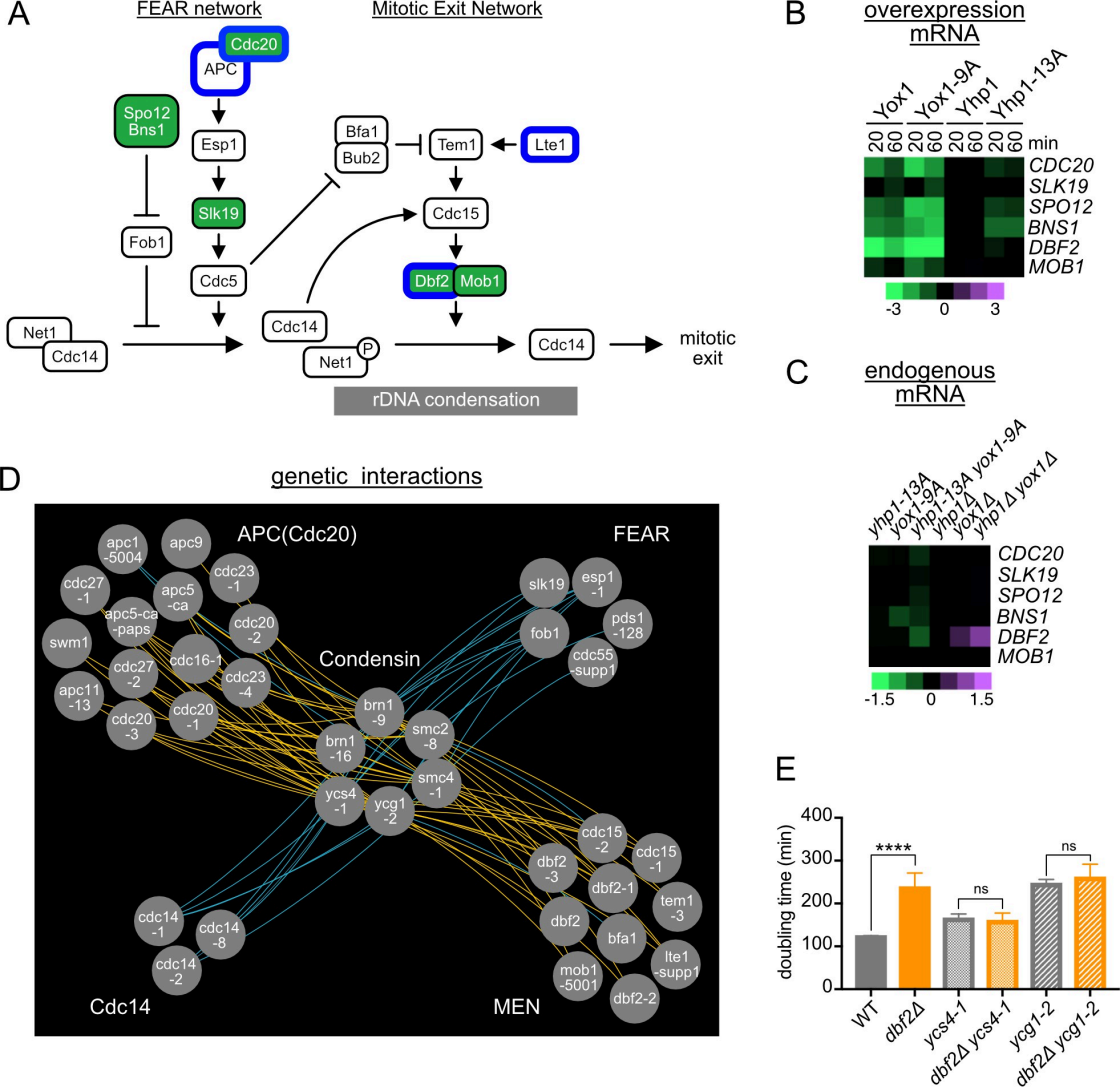
Increased repression of mitotic exit genes by *yhp1-13A yox1-9A* improves the fitness of condensin mutants. **(A)** Diagram of the FEAR and MEN pathways that control mitotic exit. Regulators colored green are repressed by Yhp1/Yox1. Regulators circled in blue display negative genetic interactions with *yhp1-13A yox1-9A*. **(B)** Gene expression of Yhp1/Yox1 target genes that regulate mitotic exit, following acute overexpression of the indicated proteins, from RNAseq experiments presented in Fig 2. **(C)** Expression of genes from (B) in strains expressing the indicated Yhp1/Yox1 mutants from their endogenous promoters or deleted for the indicated TFs, from experiments presented in S2 Fig. Note the difference in scale between (B) and (C). **(D)** Genetic interaction map highlighting significant genetic interactions between condensin and mitotic exit regulators. Yellow lines indicate positive interactions, blue lines indicate negative interactions. All interaction values are included in S1 Table. **(E)** Doubling times of strains with the indicated genotypes grown in rich medium at 28°C. Shown is an average of n = 7–15 replicates, error bars indicate standard deviations. Significance was tested with an unpaired t-test, ****p < 0.0001, ns = nonsignificant.

If this hypothesis is correct, the expectation is that mutations in FEAR and/or MEN genes should, like *yhp1-13A yox1-*9A, display positive genetic interactions with condensin mutants. To test this, we examined previously reported genetic interactions among all condensin alleles and FEAR/MEN regulatory genes [19]. Consistent with our prediction, condensin alleles displayed positive genetic interactions with 23% of FEAR/MEN regulatory genes, but only 3% of all yeast genes, for a 7.34-fold enrichment (p-value < 1e^-16^). Upon closer examination, almost all strains with mutations in the MEN displayed positive interactions with condensin alleles (Fig 6D and S1 Table). To support these data, we directly tested for genetic interactions between *dbf2Δ* and two condensin alleles, *ycg1-2* and *ycs4-1* (Fig 6E). We found that while *dbf2Δ* significantly increased the doubling time of wild type cells, it did not significantly change the doubling times of condensin mutants, confirming the positive interactions. Notably, among MEN regulators *bfa1Δ* was an exception and showed a negative genetic interaction with *ycg1-2* (Fig 6D). However, this interaction is consistent with our model, since Bfa1 is a negative regulator of the MEN [40]. Positive interactions also occurred between condensin and the Anaphase Promoting Complex (APC), which both triggers the metaphase-anaphase transition and initiates the MEN/FEAR pathways through the activation of separase [41]. In contrast, condensin mutations displayed negative interactions with mutations in FEAR genes and alleles of *CDC14*, consistent with previous reports that these genes are required for condensin function [31,38]. Together, these results support the model that blocking phosphorylation of Yhp1/Yox1 enhances proliferation in cells with compromised condensin function by reducing expression of mitotic exit genes, delaying mitotic exit, and allowing more time for the partially functional condensin complex to condense the rDNA and accurately segregate the genome.

## Discussion

Here, we examined how phosphorylation events that have seemingly little effect on the cell cycle affect cellular physiology. Our data suggests that Cdk1 acts through Yhp1/Yox1 to establish the relative lengths of cell cycle phases. During a normal cell cycle, *YOX1* is expressed as cells enter S phase and *YHP1* is expressed slightly later [12]. Upon their expression, Yox1 and Yhp1 redundantly repress expression of many genes that are required to initiate S phase, including genes that control the timing the G1/S transition (Fig 7). Yhp1/Yox1 also repress expression of mitotic genes, preventing their premature expression and controlling the timing of mitosis. A key component of Yhp1/Yox1 regulation is their phosphorylation-mediated degradation by the ubiquitin proteasome system. Concomitant with the expression of Yhp1/Yox1, Cdk1 activity increases, which results in both TFs being targeted for degradation and limiting their expression [12]. As a result, blocking Yhp1/Yox1 phosphorylation results in their elevated expression at the first point in the cell cycle in which they are detected. This likely causes decreased expression of one or more genes that controls the G1/S transition and as a result, accelerates entry into S-phase. Blocking phosphorylation also lengthens the period in which Yhp1/Yox1 are expressed, resulting in a decrease in expression of mitotic exit genes and a lengthening of mitosis.

**Fig 7:**
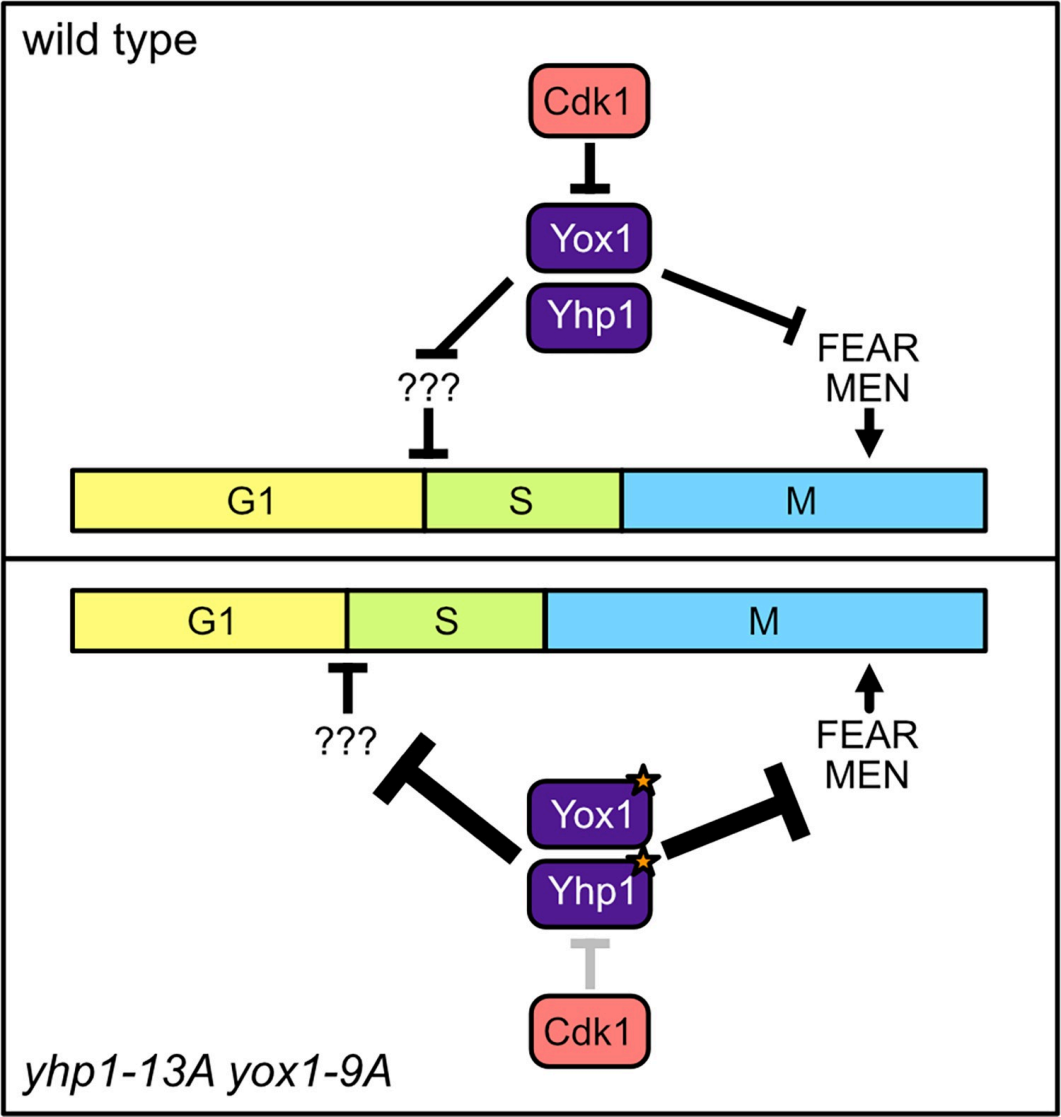
Model of cell cycle regulation by Yox1 and Yhp1.

These cell cycle effects were not identified previously, most likely because standard assays that measure proliferation show no apparent effect on overall cell cycle length in these mutants (Fig 1A) [12]. However, we observe a proliferative advantage in mutant cells when they are competed against wild type cells in a co-culture assay (Fig 1B). This increase in fitness is a surprising result, and it raises the question of why phosphoregulation of Yhp1/Yox1 has evolved if it normally limits proliferation. A likely possibility is that blocking of phosphorylation of Yhp1/Yox1 enhances proliferation when cells are grown in optimal conditions, but results in a growth disadvantage in other environments. In support of this possibility, we found that *yhp1-13A yox1-9A* cells display increased sensitivity to cell wall stressors (S7 Fig). This observation can explain why phosphoregulation of these TFs has been retained over evolution.

Our gene expression data suggested that the G1/S acceleration in phosphomutant cells might be due to increased repression of the Cdk1 inhibitor Far1, since it is the only established G1/S inhibitor that was repressed by Yhp1/Yox1. We confirmed earlier findings that suggested deletion of *FAR1* accelerates the G1/S transition [36,37]. However, the shortening of G1 that we observed was additive when combined with *yhp1-13A yox1-9A* (Fig 5E), indicating that Yhp1/Yox1 do not control G1/S timing via repression of *FAR1*. Interestingly, an accelerated G1/S transition is also observed in *yhp1Δ yox1Δ* strains [18]. This result is puzzling since the expectation is that phosphomutant and deletion strains would have opposite effects. This could be due to differences in experimental setup. Or alternatively, the G1/S acceleration might occur in both strains, but by different mechanisms. Additional study will be required to answer this question and understand the mechanistic basis of G1/S acceleration in *yhp1 yox1* mutants.

Notably, many essential DNA replication regulators, such as the *MCM2-7* genes, are also repressed by Yhp1/Yox1. 

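In yhp1-13A yox1-9A, the MCM2-7 genes had log2 fold changes between -0.66 and -0.25, with a median of -0.45, and all 6 kept this direction under each scaling. As a set they were lower relative to other genes (limma camera, two-sided p = 6.3e-08, with 1 of the 10 splits of the 6 samples, the real one, as small in an exact permutation). The call held under fry, an estimated correlation and 8 other alternative settings, with p up to 0.037. Limma called 0 of the 6 over all genes and 5 over the list alone, and for 4 of them every mutant sample lay below every wild type sample, where chance gives 10% in either direction. The median was -0.31 within the samples whose deviation fell with GC content and -0.37 within the others. Both values rest on 1 sample on 1 side of the comparison, without a measured spread. MCM7 (YBR202W, chromosome II of R64, 625772 to 628309) fell from 44.7 ± 4.90 to 28.4 ± 4.54 TPM (SD, n = 3 each), a log2 fold change of -0.65 (SE 0.16, limma adjusted p = 0.62, from 0.069 to 0.88 over 8 alternative settings, lower in 3 of 3 samples). MCM3 (YEL032W, chromosome V, 86937 to 89852) had the smallest fall, -0.25 (SE 0.12), also in 3 of 3 samples. In yhp1Δ yox1Δ the 6 genes rose by 0.37 to 0.73, with a median of 0.51 (camera p = 2.5e-17, at most 0.0019 under the same alternatives, 1 of 10 splits in the exact permutation). Limma called 5 over all genes and 6 over the list alone. MCM4 (YPR019W, chromosome XVI, 596750 to 599551) rose from 30.8 ± 3.54 to 44.5 ± 1.09 TPM, a log2 fold change of 0.52 (SE 0.10, limma adjusted p = 0.051, higher in 3 of 3 samples). The same set had a median of 0.44 in yox1Δ, where 2 genes were called over all genes, and -0.01 in yhp1Δ, where 0 were called over all genes and 0 over the list alone.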

The fact that phosphomutant cells do not exhibit an S-phase delay suggests transcription of these genes is not limiting for DNA replication. Expression of the *MCM2-7* genes peaks at the M/G1 transition and the proteins are very stable [42], so their repression by Yhp1/Yox1 in S-phase may serve as a backup mechanism to ensure new proteins are not synthesized, and that replication can no longer be initiated as cells enter mitosis.

Importantly, although G1/S and metaphase are accelerated in *yhp1-13A yox1-9A* cells compared to wild type, anaphase occurs at the same time relative to G1 release, which equates to a lengthening of mitosis (Fig 5A). Our findings support the model that it is this mitotic delay that improves rDNA segregation and the fitness of condensin mutants. Because many genes controlling mitotic exit are Yhp1/Yox1 targets, it is likely that the combined reduction in expression of several genes delays mitotic exit. This possibility is also supported by the finding that partially functional alleles of every known positive regulator in the MEN displays positive genetic interactions with condensin (Fig 6D). However, *DBF2* is one of the most strongly downregulated genes in *yhp1-13A yox1-9A* cells, so it is possible that it may be a larger contributor to the phenotype. 

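Ordered by log2 fold change, DBF2 was number 75 among the genes that fell in yhp1-13A yox1-9A, out of 6316 tested genes. Among the 5262 genes with a mean TPM of at least 10, it was number 46. Ordered by p-value, it was number 15 among genes that fell. Within the 16 genes of S2B Fig its fall was number 10 in size. In yhp1Δ yox1Δ it was number 14 of 6311 genes by log2 fold change and number 2 by p-value among genes that rose.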

An alternative possibility is that the delay in mitosis is not due to downregulation of mitotic genes but is indirect and the result of DNA damage checkpoint activation in response to the accelerated S-phase entry. However, we saw no evidence of Rad53 activation in *yhp1-13A yox1-9A* cells (S8 Fig). A likely possibility is that the acceleration of S-phase that occurs in *yhp1-13A yox1-9A* cells is not great enough to lead to problems with DNA replication that can cause DNA damage.

We chose to focus on the mechanism of rescue of condensin mutants, since they were highly overrepresented among *yhp1-13A yox1-9A* positive interacting genes. However, the lengthening of mitosis is likely to explain other identified positive interactions, as well as the increased resistance to microtubule poisons that is observed in *yhp1-13A yox1-9A* mutants (Fig 1A). Providing more time for mitosis to be completed could rescue diverse chromosome segregation issues that arise in cells, and therefore increase overall fitness. Previous studies showing that genome stability is improved by mutations that slow the cell cycle supports this model [43–45]. However, in contrast to these examples, the overall rate of proliferation is increased in Yhp1/Yox1 phosphomutants. Our results demonstrate how mutations that change the distribution of cell cycle phases increase overall fitness.

Previous analysis of the global genetic interaction network revealed that cell cycle mutants account for 30% of positive interactions among essential genes [19]. This discovery led to speculation that cell cycle mutants exhibit increased numbers of positive interactions because slowing down the cell cycle gives cells more time to deal with compromised cellular processes. Our findings that reveal the mechanism of condensin rescue provide experimental evidence to support this model. In addition, since *yhp1-13A yox1-9A* specifically affects mitotic timing, the spectrum of positive interacting genes may reflect specific defects that are improved by slowing down mitosis. This not only includes mutations in genes directly involved in mitotic progression, but other cellular processes such as ribosome biogenesis and ncRNA/rRNA processing, which are enriched among the positive interactions. Conversely, the spectrum of negative interacting genes reveals the cost of increasing Yhp1/Yox1 activity. For example, *yhp1-13A yox1-9A* cells may be more susceptible to fluctuations in transcription or energy availability, since they exhibit negative interactions with genes that regulate transcription and chromatin, as well as those regulating mitochondrial function.

One surprising finding from the Yhp1/Yox1 genetic interaction screens is that gain of function (*yhp1-13A yox1-9A*) and loss of function (*yhp1Δ yox1Δ*) mutations exhibited many shared categories of genetic interactions. At the outset, the prediction was that opposite interactions might occur; for example, positive interactions with a group of genes in the phosphomutant and negative interactions in the deletion. Although this pattern was observed for a list of curated mitotic genes (Fig 1H), the direction of the interactions was the same for most categories that were enriched in SAFE and GO term enrichment analyses. This may occur because the categories of genes that exhibit this behavior are expected to have pleiotropic effects. For instance, mutations that impact RNA Pol II-mediated transcription, mitochondrial function or translation are expected to influence multiple, unrelated cellular processes. It is also the case that since the categories identified by SAFE and GO term analysis are very broad, some genes within a given category may exhibit opposite interactions despite the common enrichment of the process. For example, the condensin allele *smc4-1* showed a positive interaction with *yhp1-13A yox1-9A* and a negative interaction with *yhp1Δ yox1Δ*.

Finally, our work has implications for understanding how mutations in cell cycle genes affect the proliferation of cancer cells. Although Yox1 and Yhp1 do not have direct homologs in the cell cycle-regulatory TF network in humans, Cdk phosphorylation similarly controls the activities of transcriptional repressors and activators to drive gene expression in the correct cell cycle stages. Mutations that affect the activities of cell cycle TFs and reduce expression of mitotic genes may lead to similar effects on chromosome segregation and cellular fitness as the mutations we have investigated here. Moreover, as the availability of whole genome sequencing of tumors increases, more mutations are being identified in cell cycle-regulatory genes. Our findings suggest that mutations that arise in cancer cells may not affect proliferation in a predictable manner, even if there is a good understanding of the molecular function of the mutated genes. Further investigation into the network-wide consequences of cell cycle mutations should shed light on this possibility.

## Materials and methods

### Yeast strains and growth conditions

All strains are in the BY4741 background and listed in S2 Table. Genetic manipulations were carried out using standard methods [46,47]. Strains were grown in rich medium (YM-1) or synthetic complete medium (C) with 2% dextrose at 30°C, unless otherwise indicated. To construct strains bearing estradiol-inducible Yhp1/Yox1 proteins, PCR products including a C-terminal portion of *YHP1* or *YOX1*, with or without mutations in Cdk1 sites, and a C-terminal 3V5 tag were transformed into previously described strains (EH1456 and EH2877) with the Z3EV promoter integrated upstream of each gene [24]. Matched control strains were constructed by transforming the same PCR products into a strain with the Z3EV promoter integrated upstream of the non-functional *HO* gene (EH2407).

Marker strains for competition assays were constructed by recombining a GFP expression cassette (*Hyg-TEF1p-GFP*) into a gene-free locus on chromosome VI. To construct a matched negative control strain, a previously characterized point mutant of GFP that is non-fluorescent was used in place of wild type GFP (GFP-Y66F) [48]. To generate strains for analysis, these GFP+ and GFP- marker strains were crossed to independently derived strains carrying phosphosite mutations in *YHP1* and *YOX1*, and progeny were isolated that carried both phosphomutant alleles and the desired GFP marker. Wild type strains that were competed against phosphomutant strains were generated by a similar mechanism: strains carrying identically tagged alleles of wild type *YHP1* and *YOX1* were crossed to GFP marker strains to obtain progeny with tags on both *YHP1* and *YOX1* and expressing the desired GFP marker. A list of all strain isolates that were generated and tested is included in S1A Fig.

### Doubling time assays

Cultures were grown to logarithmic phase, diluted to 0.1 optical densities, and aliquoted in triplicate into a 96-well plate. Cultures were then incubated at the temperature indicated in each figure legend, with shaking, in a Tecan Infinite M200 Pro or Infinite M Nano plate reader. Optical densities at 600 nM were measured every 20 minutes until cultures reached approximately 0.8 optical densities. Doubling times were calculated by fitting data points between 0.2 and 0.5 optical densities to an exponential growth equation using GraphPad Prism software. Whenever possible, multiple isolates of strains with each genotype were assayed and included in the analysis. Samples were excluded from the analysis if they failed to grow in the plate reader following dilution, which occurred sporadically with temperature sensitive strains.

### Competition assays

Cells with fluorescent and non-fluorescent GFP (GFP-Y66F) were mixed in equal proportions in 10 mL synthetic complete medium with 2% dextrose. Immediately following mixing, 0.15 optical densities were collected, pelleted by centrifugation, resuspended in 2 mL sodium citrate buffer (50 mM sodium citrate, 0.02% NaN_3_, pH 7.4), and stored at 4°C for analysis by flow cytometry. All mixed cultures were then diluted to 0.004 optical densities in 10 mL and incubated at 30°C. Every 12 hours thereafter cultures were sampled as above and diluted to 0.004–0.008 optical densities to ensure that the population did not exceed logarithmic growth for the duration of the experiment (72 hours). Percentage of GFP-positive cells in each sample was quantified using a Guava EasyCyte HT flow cytometer and analyzed with FlowJo software.

### SGA screens and functional enrichment analyses

SGA experiments and selection steps were performed as previously described [19,49]. We used an intermediate genetic interaction score cutoff (genetic interaction score, |ε| ≥ 0.08, P < 0.05) [19] to identify genes that interact with the Yhp1/Yox1 double mutant (S1 Dataset). From the *yhp1-13A yox1-9A* phosphomutant SGA screen, we found negative interactions with 178 genes (nonessential: 128, essential: 50) and positive interactions with 122 genes (nonessential: 82, essential: 40). From the *yhp1Δ yox1Δ* double deletion SGA screen, we found negative interactions with 555 genes (nonessential: 420, essential: 135) and positive interactions with 562 genes (nonessential: 404, essential: 158).

We analyzed the functional coherence of the positive and negative interacting genes using SAFE (spatial analysis of functional enrichment) analysis, GO—bioprocess enrichment analysis, and enrichment analysis on manually curated cell cycle gene-sets. Negative and positive interactions were analyzed separately for each screen.

The purpose of our SAFE analysis [50] was to find which functional regions on the global genetic interaction network [19] (Fig 1E) are enriched for a given list of positive or negative interacting genes from our double mutant screens. First, we overlapped the genes from the nonessential deletion mutant array and temperature-sensitive essential array with the genes present on the global genetic interaction network [19] and used these genes as the background for enrichment analysis. Next, we used the SAFE method to evaluate the enrichment of each gene on the global genetic interaction network for the provided genes in its neighborhood, assessed by the hypergeometric distribution. All enriched genes (p < 0.05) on the global genetic interaction map are plotted in blue (negative interactions) and yellow (positive interactions). Then we highlighted those functional regions that have more than expected enriched genes (p < 0.05). SAFE analysis for the *yhp1-13A yox1-9A* genetic interaction screen is presented in Fig 1F and S2 Dataset. SAFE analysis for the *yhp1Δ yox1Δ* genetic interaction screen is presented in Fig 1G and S3 Dataset.

We evaluated if the positive/negative interactions from the *yhp1-13A yox1-9A* and *yhp1Δ yox1Δ* screens were associated with any GO processes with at least 5 genes and at most 500 genes. The significance of enrichment of GO processes was measured with the hypergeometric distribution. All GO processes with enrichment p < 0.05 can be found in S2 Dataset for *yhp1-13A yox1-9A* associated genetic interactions and in S3 Dataset for *yhp1Δ yox1Δ* associated genetic interactions.

We also tested the functional enrichment of Yox1/Yhp1-associated genetic interactions using four manually curated cell cycle gene-sets: (1) cell cycle s288c genes (632 genes); (2) cell cycle s288c mitosis specific genes (90 genes); (3) mitotic exit associated genes (32 genes); (4) condensin genes (5 genes). Lists of genes and descriptions of each group are included in S4 Dataset. Corresponding analysis can be found in S2 Dataset for *yhp1-13A yox1-9A* associated genetic interactions and in S3 Dataset for *yhp1Δ yox1Δ* associated genetic interactions (Fig 1H).

### Western blotting

Lysates for Western blotting were prepared using TCA extraction, as previously described [51]. Following SDS-PAGE and transfer to nitrocellulose, blots were probed with antibodies against PSTAIRE (P7962, Sigma), V5 (R96025, Invitrogen), MYC (clone 9E10, M5546, Sigma), Clb2 (y-180, Santa Cruz Biotechnology), Rad53 (ab104232, Abcam) or G6PDH (A9521, Sigma) as indicated.

### RNA-seq and data analysis

For all RNAseq experiments, RNA was purified from five optical densities of cells using an acid-phenol purification as previously described [52]. Cells with estradiol-inducible wild type or phosphomutant Yox1 or Yhp1 and respective controls were grown in YM-1 to mid log phase before the addition of estradiol to a final concentration of 1 μM. Samples were collected prior to estradiol addition (t = 0), as well as 20- and 60-minutes following estradiol addition. Poly-A purification, library construction, and sequencing were performed by BGI Americas. All sequencing data is available from NCBI-GEO with accession number GSE188180.

RNA-seq analysis was performed using OneStopRNAseq [53]. Specifically, FastQC and MultiQC [54] were used for raw read quality control. Paired-end reads were aligned to Saccharomyces_cerevisiae.R64-1-1, with star_2.5.3a [55], annotated with Saccharomyces_cerevisiae.R64-1-1.90.gtf. Aligned exon fragments with mapping quality higher than 20 were counted toward gene expression with featureCounts_1.5.2 [56]. Differential expression (DE) analysis was performed with DESeq2 [57]. Within DE analysis, ’ashr’ was used to create log2 Fold Change (LFC) shrinkage for each comparison. For experiments with strains constitutively expressing *YHP1* and *YOX1* mutations or deletions, genes were considered significantly changed if FDR < 0.1 (S2 Fig and S5 Dataset) [58]. For strains expressing inducible *YHP1* or *YOX1* genes and matched controls, LFC was calculated at 20- and 60-minutes compared to t = 0 for each strain. These LFC values in control strains were then subtracted from matched experimental strains to create background subtracted LFC values and eliminate any changes that may have resulted from estradiol treatment independent of expression of Yox1/Yhp1 proteins. For these experiments, genes were considered significantly changed if background subtracted LFC values were > |0.58| (1.5-fold) and had an FDR < 0.05. Background-subtracted LFC values for genes that fit these criteria are plotted in Fig 2B and data is included in S6 Dataset.

For genes whose expression values are significantly changed upon acute overexpression of Yhp1, Yhp1-13A, Yox1, or Yox1-9A, we repeated the same set of enrichment analyses described above (see SGA screens and functional enrichment analyses) and these enrichment results can be found in Fig 2F and 2G and S7 Dataset. To identify TF binding motifs in promoters of these genes, PFM motif files were downloaded from YeTFaSCo [59]. Expert curated motifs were used. FIMO [60] was then employed to find motif matches in the promoter regions (500bp upstream TSS) of 332 regulated genes, and 3320 random 500bp regions from *S*. *cerevisiae* genome. A Chi-squared test was used to test for motif enrichment in the promoter regions. Enrichment statistics and motif matches can be found in S8 Dataset.

### RT-qPCR

Since deletion of *SRB2* was expected to affect all Pol II-mediated transcription, a defined number of *S*. *pombe* cells was added to each sample prior to RNA purification to enable normalization. *S*. *cerevisiae* cells were grown in rich medium to mid log phase, arrested in G1 by the addition of 10 μg/ml alpha-factor for three hours (with a second equal amount added after two hours), then released into media without alpha-factor. Cells were collected 60-minutes after release and cell concentration was determined using a Guava EasyCyte HT flow cytometer. Samples were normalized for cell number such that an equivalent number of *S*. *pombe* cells (2.5e^6^) was added to 4.5e^7^ *S*. *cerevisiae* cells. RNA purification, reverse transcription and quantitative PCR was performed as previously described [12,52]. Primers used for qPCR are included in S3 Table. Levels of Yhp1/Yox1 target genes were determined by normalizing values to *S*. *pombe ACT1*, and log2 fold change values were calculated with respect to mRNA levels in wild type cells.

### Nop1 segregation

Cells were grown to mid-log phase at the permissive temperature (23°C) and arrested in G1 with 10 μg/ml alpha-factor for three hours (with a second equivalent amount added after two hours). Cells were then released into medium without alpha-factor at the restrictive temperature (30°C) to inactivate *ycg1-2*. Cells were collected at 60-, 75-, and 90-minutes following release to enrich for anaphase cells. Samples were fixed and stained as previously described [61], with minor modifications. Permeabilized cells were stained with anti-tubulin (YOL1/34, Invitrogen) and anti-Nop1p primary antibodies (Encor) for two hours, and anti-rat FITC (Jackson Immunoresearch) and goat anti-mouse Alexafluor 594 (Invitrogen) secondary antibodies for two hours, both at room temperature. Cells were imaged on a Nikon Eclipse E400 microscope. To ensure that cells at similar stages of anaphase were being compared, late anaphase cells were identified as those with an elongated spindle and clearly segregated DAPI masses. Nop1 segregation was then scored as equal or unequal (either absent or uneven) in only late anaphase cells. A minimum of 100 cells per strain were scored in each experiment.

### Cell cycle progression

Cell cycle positions were determined by flow cytometry. Briefly, cells were fixed with 70% ethanol and stained with Sytox Green (Invitrogen), as previously described [61]. Samples were analyzed using a Guava EasyCyte HT flow cytometer and analyzed with FlowJo software.

To analyze progression through the cell cycle (Fig 5A–5C), cells were grown to mid-logarithmic phase at 23°C in rich medium (YM-1 with 2% dextrose), then arrested in G1 with the addition of 10 μg/ml alpha-factor for three hours (with a second equivalent amount added after two hours). Cells were then released into medium without alpha-factor and samples were collected at the indicated time points. Alpha-factor was added back after 75 minutes post-release to prevent cells from progressing into a second cell cycle. Cell cycle position was determined by flow cytometry and the number of budded cells was determined by counting a minimum of 100 cells per timepoint. Percent cell cycle progression was calculated from the mean of the DNA content in each sample, as previously described [62]. To quantify progression through mitosis, cells were fixed at timepoints between 60- and 150-minutes post-release, as indicated, and immunofluorescence performed as described above. 3HA-tagged Cdc14 was detected with anti-HA antibody (16B12, Covance). Nucleolar Cdc14 release, metaphase, and anaphase spindles were scored as previously described in a minimum of 50 cells per time point [63].

To quantify the percentage of cells in each cell cycle phase in asynchronous populations (Fig 5E), a univariate model utilizing the Watson Pragmatic algorithm [64] within the FlowJo software was employed.

### Serial dilution assays

To compare growth on agar plates, five-fold dilutions of cells were spotted onto rich or synthetic media, with the indicated additions. Plates were removed from the incubator when individual colonies were evident for the wild type (WT) strain.

## Supporting information

S1 Fig Individual replicates of all competition experiments. **(A)** Table detailing the specific GFP- and GFP+ strain isolates utilized in competition experiments. Five pairs of wild type (WT) strains were competed against each other and 10 isolates of the *yhp1-13A yox1-9A* phosphomutant (PM) were competed against the indicated WT strains. **(B)** Individual replicates of competition experiments between differentially marked WT strains. Each box includes two-three replicates for one pair of strains (defined in part A). **(C)** Replicates for each pair of strains (boxed experiments in part B) were averaged together and the average data for all 5 pairs were then averaged. Error bars represent standard deviations. **(D)** Individual replicates of competition experiments between phosphomutant (PM) and WT strains. Each box includes two-three replicates of one pair of strains (defined in part A). Average data for all 10 pairs of strains is presented in Fig 1B.
(PDF) Click here for additional data file.

S2 Fig RNA-seq analysis of strains expressing *yhp1 yox1* mutations. RNA-seq data for asynchronously growing *yhp1 yox1* mutant strains. The indicated mutations are integrated at the endogenous locus of each gene. **(A)** Overlap of genes significantly downregulated in *yhp1-13A yox1-9A* and those significantly upregulated in *yhp1Δ yox1Δ*. Yhp1/Yox1 target genes should be in this category. List of genes is included in S5 Dataset. **(B)** Heat map showing log fold change of the 16 overlapping genes from part (A). **(C)** Heat map showing log2 fold change of all Yox1/Yhp1-regulated genes (defined as genes that were significantly changed upon acute overexpression of Yox1 or Yhp1, in Fig 2) in asynchronous cells with the indicated mutations integrated at each endogenous locus. Order of genes and scale matches Fig 2B.
(TIF) Click here for additional data file.

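Across the 6275 genes tested in both sets, the log2 fold changes of yhp1-13A yox1-9A and yhp1Δ yox1Δ had a Spearman correlation of -0.39. Genes are not independent replicates, so no p-value is given, and the wild type samples of the 2 comparisons are separate. Of 100 pairs of splits of the 6 samples of each comparison, the real one included, 24 gave a correlation as far from 0. With each single sample left out the correlation lay between -0.43 and -0.18, the weakest without wild type replicate 2 of the phosphomutant set. With the GC slope of each sample as a covariate, a setting chosen after the data had been seen, it was -0.25. Among the genes of the heat map in part (B), CIS1 (YLR346C, chromosome XII of R64, 822287 to 822592) fell in yhp1-13A yox1-9A from 20.8 ± 2.28 to 9.15 ± 2.87 TPM (SD, n = 3 each), a log2 fold change of -1.14 (SE 0.22). YRO2 (YBR054W, chromosome II, 343101 to 344135) fell from 30.7 ± 9.04 to 14.1 ± 2.49 TPM, a log2 fold change of -1.04 (SE 0.24). SPI1 (YER150W, chromosome V, 468370 to 468816) fell by 0.67 (SE 0.15) and NDL1 (YLR254C, chromosome XII, 644404 to 644973) by 0.67 (SE 0.19) on the log2 scale. These 4 genes were lower in 3 of 3 samples, with limma adjusted p of 0.29, 0.43, 0.43 and 0.83. Over 8 alternative settings the smallest adjusted p were 0.10, 0.011, 0.073 and 0.13. CIT2 (YCR005C, chromosome III, 120946 to 122328) fell by 0.65 (SE 0.23) and SPO24 (YPR036W-A, chromosome XVI, 645950 to 646153) by 0.83 (SE 0.31). The single phosphomutants had medians of -0.43 (yhp1-13A) and -0.60 (yox1-9A) over the 16 genes. For target genes, the paper states that expression should fall in yhp1-13A yox1-9A and rise in yhp1Δ yox1Δ. It proposes that many targets may be missed here if their oscillation rather than their average expression was affected. It adds that changes may be hard to see in asynchronous cultures, since the repressors act at certain cell cycle stages.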

S3 Fig The cell cycle is not notably changed following acute overexpression of Yhp1, Yox1 or phosphomutant proteins. Representative FACS plots showing DNA content of strains following estradiol-induced expression of Yox1/Yhp1, phosphomutant proteins, or control strains. Control for Fig 2.
(TIF) Click here for additional data file.

S4 Fig Negative genetic interaction between *srb2Δ* and *yhp1 yox1* mutants. **(A)** Doubling times of the indicated strains growing at 30°C in synthetic medium. Shown is an average of n = 3–8 replicates, error bars indicate standard deviations. Significance was tested with an unpaired t-test, ** p < 0.005, ***p < 0.0005, ns = nonsignificant. **(B)** RT-qPCR of Yhp1/Yox1 target genes in the indicated strains that were synchronized in late S-phase. Shown are average log2 fold change values, compared to a wild type strain, in n = 3 experiments. Error bars indicate standard deviations. **(C)** Representative FACS plots of strains with the indicated genotypes from (B). **(D)** Doubling time of the indicated strains grown in synthetic medium at 30°C. Shown is an average of n = 3–4 replicates. Significance was tested using an unpaired t-test, *p < 0.05, ****p < 0.0001, ns = nonsignificant.
(TIF) Click here for additional data file.

S5 Fig Positive genetic interactions between *yhp1-13A yox1-9A* and condensin. **(A)** Doubling times of Smc4-AID expressing strains with the indicated genotypes grown in rich medium containing 0.3 mM IAA (to degrade SMC4-AID). Shown is an average of n = 3 experiments. Significance was tested using an unpaired t-test, *p < 0.05, **p < 0.005, ns = nonsignificant. **(B)** Western blot of strains from (A) with or without the addition of 0.3mM IAA, as indicated. Smc4 is detected by a FLAG tag, TIR1 is detected by 3HA tag, PSTAIRE is shown as a loading control. **(C)** Five-fold dilutions of strains with the indicated genotypes were plated on rich medium and grown at the indicated temperatures.
(TIF) Click here for additional data file.

S6 Fig Metaphase spindles arise earlier in *yhp1-13A yox1-9A* cells compared to wild type. Quantitation of metaphase spindles at the 60-minute time point following G1 arrest-release, as performed in Fig 5A. Shown in the mean percentage of metaphase spindles from n = 3 experiments. Significance was tested using a paired t-test, *p = 0.0247.
(TIFF) Click here for additional data file.

S7 Fig *yhp1-13A yox1-9A* cells are sensitive to cell wall stressors. Five-fold dilutions of wild type or *yhp1-13A yox1-9A* cells were plated on synthetic complete (SC) medium, or SC medium containing 150 μg/mL Calcofluor White or 0.25 mg/mL Congo Red to elicit cell wall stress. Two isolates of each genotype are shown.
(TIF) Click here for additional data file.

S8 Fig Rad53 is not phosphorylated in *yhp1-13A yox1-9A* cells following release from G1/S arrest. Cells with the indicated genotypes were arrested in G1 with alpha-factor and released into the cell cycle as in Fig 5A. Western blot of Rad53 is shown to determine if phosphorylation can be detected, which would be an indication of DNA damage. Lysates from untreated asynchronous (asy) and MMS-treated (0.05% for 3 hours) wild type cells are included as an example of a DNA-damage induced Rad53 phosphoshift. G6PDH is shown as a loading control.
(TIF) Click here for additional data file.

S1 Table Genetic Interactions between condensin alleles and mitotic exit regulators. Shown are significant genetic interaction values with a p-value of < 0.05. Strong interactionswith a |ε| ≥ 0.08 are plotted in Fig 6D.
(PDF) Click here for additional data file.

S2 Table Strain table. All *S*. *cerevisiae* strains are in the BY4741 background.
(PDF) Click here for additional data file.

S3 Table Primer table. List of all primers used in RT-qPCR experiments.
(PDF) Click here for additional data file.

S1 Dataset Primary data from SGA screens with *yhp1-13A yox1-9A* and *yhp1Δ yox1Δ*. (XLSX) Click here for additional data file.

S2 Dataset Enrichment analyses of data from SGA screen with *yhp1-13A yox1-9A*. (XLSX) Click here for additional data file.

S3 Dataset Enrichment analyses of data from SGA screen with *yhp1Δ yox1Δ*. (XLSX) Click here for additional data file.

S4 Dataset Curated gene lists used for enrichment analyses. (XLSX) Click here for additional data file.

S5 Dataset Results of RNA-seq experiments with *yhp1-13A yox1-9A*, *yhp1Δ yox1Δ* and single mutant strains. (XLSX) Click here for additional data file.

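The sheets of S5 Dataset hold the authors' comparisons of the double and single mutants with wild type, made with DESeq2. Their log2 fold changes are shrunken by ashr, which draws uncertain changes toward 0. Separate sheets list the genes downregulated in yhp1-13A yox1-9A, the genes upregulated in yhp1Δ yox1Δ, and the genes in both. The paper's sheet of downregulated genes holds 51 genes and its sheet of upregulated genes holds 53. The sheet of genes in both holds 15, whereas 16 are shared by the other two, CIS1 being the gene left out. In the deposited TPM, 50 of the 51 downregulated genes passed the expression filter, and all 50 were lower in yhp1-13A yox1-9A. Of the 53 upregulated genes, 52 passed the filter and all 52 were higher in yhp1Δ yox1Δ. The study chose these genes for their direction on the same samples, so the shared direction is not independent evidence. Limma called 1 of the former and 26 of the latter.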

S6 Dataset Results of RNA-seq experiments following acute overexpression of Yhp1, Yhp1-13A, Yox1 and Yox1-9A. (XLSX) Click here for additional data file.

S7 Dataset Enrichment analyses of genes significantly changed following acute overexpression of Yhp1, Yhp1-13A, Yox1 or Yox1-9A. (XLSX) Click here for additional data file.

S8 Dataset Identification of motifs for cell cycle-regulatory transcription factors in the promoters of Yhp1/Yox1-regulated genes. (XLSX) Click here for additional data file.

S9 Dataset Data and statistics underlying the graphs throughout the paper. (XLSX) Click here for additional data file.

# Supplementary material for: Repression of essential cell cycle genes increases cellular fitness
**Source:** PLoS Genet. 2022 Aug 29;18(8):e1010349. doi: 10.1371/journal.pgen.1010349

A

| Competition | GFP- isolate | GFP- genotype           | GFP+ isolate | GFP+ genotype           |
|-------------|--------------|-------------------------|--------------|-------------------------|
| WT15        | YMC449-2     | <i>YHP1 YOX1</i>        | YMC483-2     | <i>YHP1 YOX1</i>        |
| WT16        | YMC449-1     | <i>YHP1 YOX1</i>        | YMC483-1     | <i>YHP1 YOX1</i>        |
| WT10        | YMC449-4     | <i>YHP1 YOX1</i>        | YMC570-1     | <i>YHP1 YOX1</i>        |
| WT11        | YMC522-1     | <i>YHP1 YOX1</i>        | YMC569-1     | <i>YHP1 YOX1</i>        |
| WT12        | YMC522-2     | <i>YHP1 YOX1</i>        | YMC568-1     | <i>YHP1 YOX1</i>        |
| PM13        | YMC473       | <i>yhp1-13A yox1-9A</i> | YMC483-2     | <i>YHP1 YOX1</i>        |
| PM14        | YMC449-1     | <i>YHP1 YOX1</i>        | YMC450-2     | <i>yhp1-13A yox1-9A</i> |
| PM1         | YMC473-1     | <i>yhp1-13A yox1-9A</i> | YMC570-1     | <i>YHP1 YOX1</i>        |
| PM2         | YMC572-1     | <i>yhp1-13A yox1-9A</i> | YMC483-1     | <i>YHP1 YOX1</i>        |
| PM3         | YMC572-2     | <i>yhp1-13A yox1-9A</i> | YMC570-2     | <i>YHP1 YOX1</i>        |
| PM4         | YMC572-3     | <i>yhp1-13A yox1-9A</i> | YMC569-2     | <i>YHP1 YOX1</i>        |
| PM5         | YMC573-1     | <i>yhp1-13A yox1-9A</i> | YMC568-2     | <i>YHP1 YOX1</i>        |
| PM7         | YMC574-2     | <i>yhp1-13A yox1-9A</i> | YMC568-1     | <i>YHP1 YOX1</i>        |
| PM8         | YMC574-3     | <i>yhp1-13A yox1-9A</i> | YMC569-1     | <i>YHP1 YOX1</i>        |
| PM9         | YMC574-4     | <i>yhp1-13A yox1-9A</i> | YMC571-1     | <i>YHP1 YOX1</i>        |

B

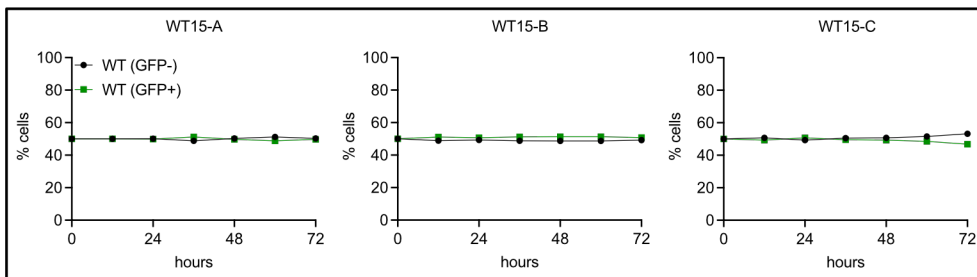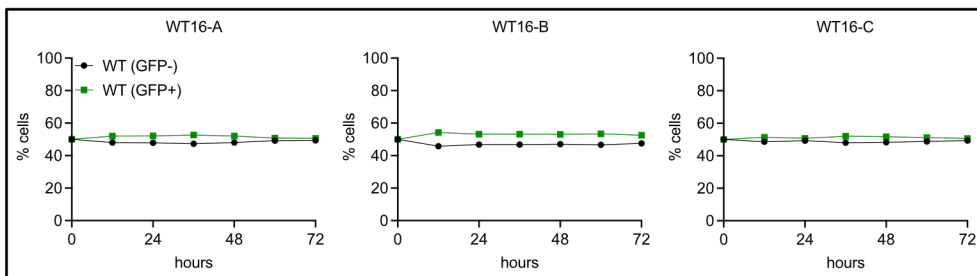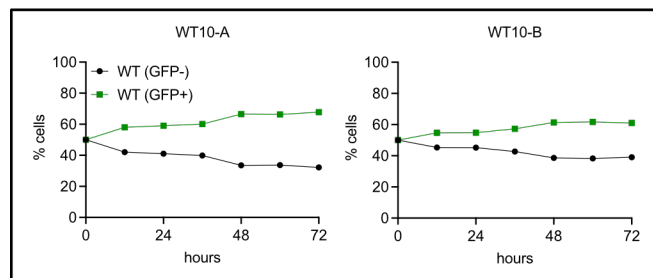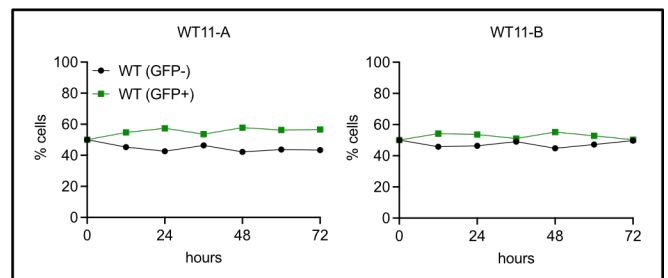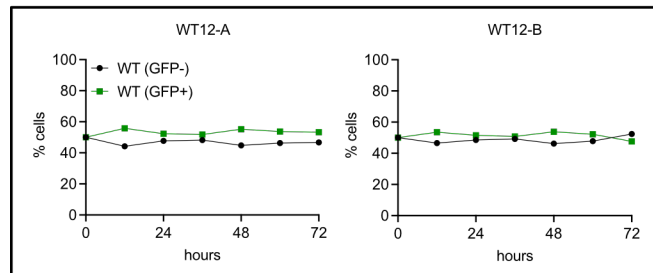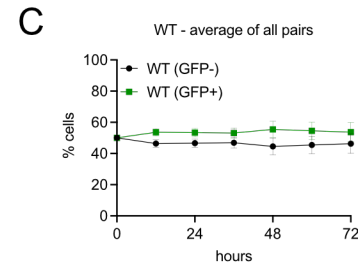

C

D

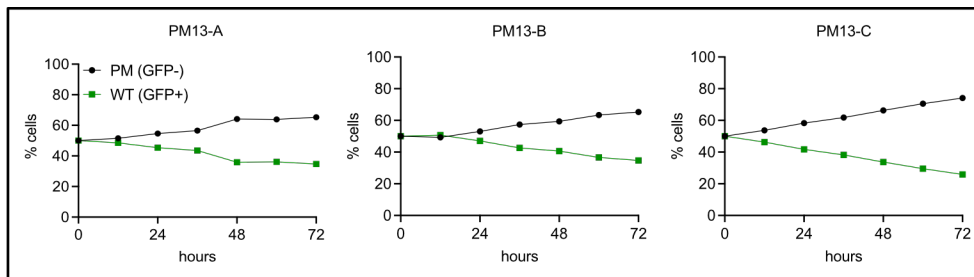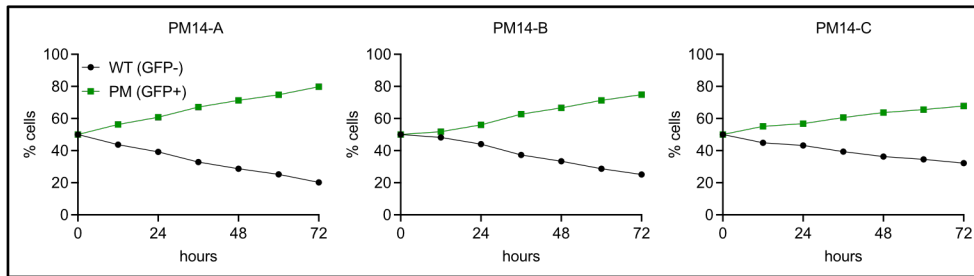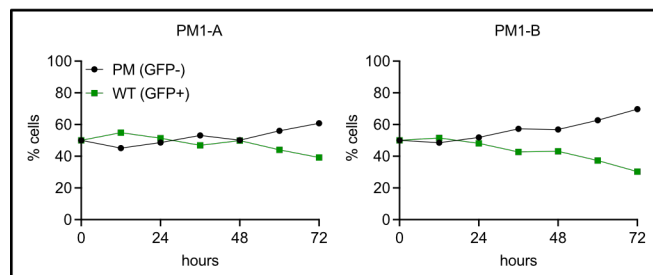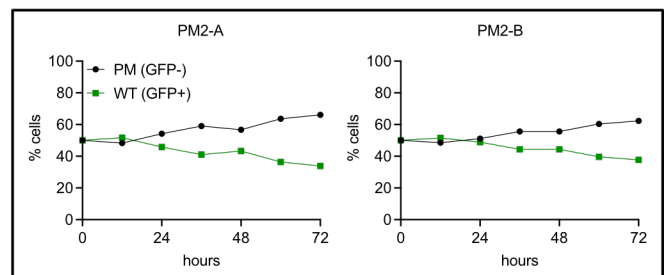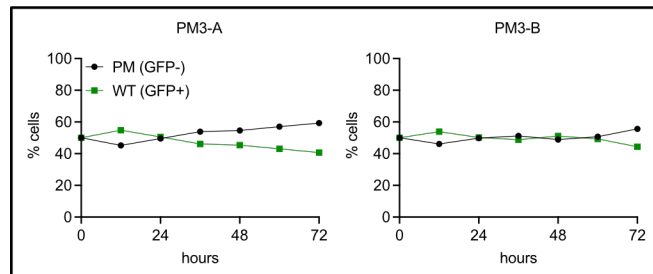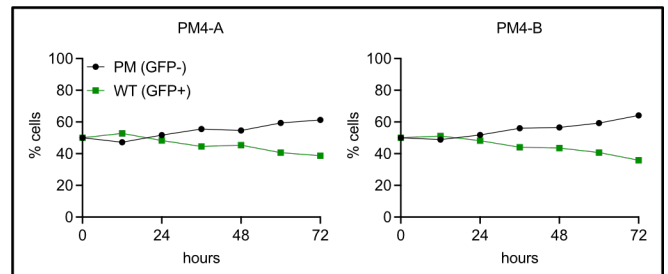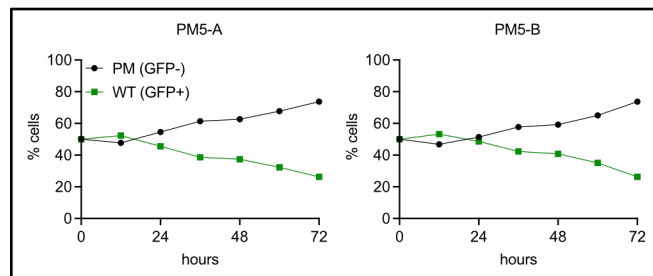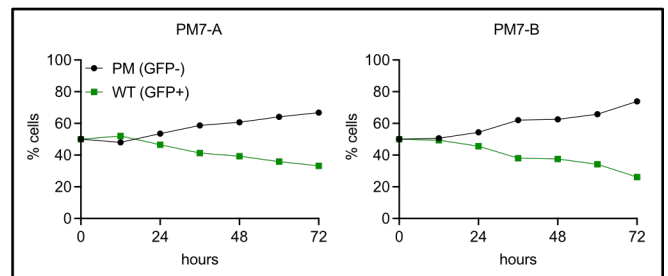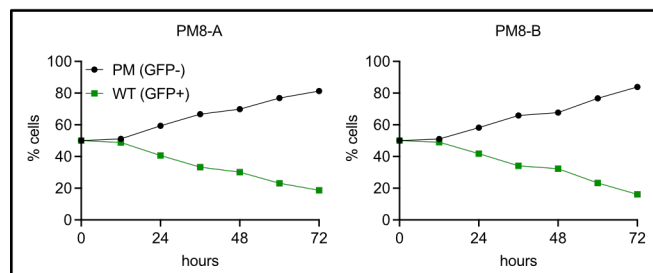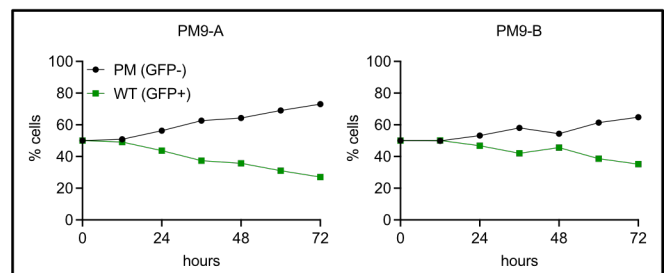

**Supplement:** S1 Fig — (A) Table detailing the specific GFP- and GFP+ strain isolates utilized in competition experiments. Five pairs of wild type (WT) strains were competed against each other and 10 isolates of the yhp1-13A yox1-9A phosphomutant (PM) were competed against the indicated WT strains. (B) Individual replicates of competition experiments between differentially marked WT strains. Each box includes two-three replicates for one pair of strains (defined in part A). (C) Replicates for each pair of strains (boxed experiments in part B) were averaged together and the average data for all 5 pairs were then averaged. Error bars represent standard deviations. (D) Individual replicates of competition experiments between phosphomutant (PM) and WT strains. Each box includes two-three replicates of one pair of strains (defined in part A). Average data for all 10 pairs of strains is presented in Fig 1B.

# Supplementary material for: Repression of essential cell cycle genes increases cellular fitness
**Source:** PLoS Genet. 2022 Aug 29;18(8):e1010349. doi: 10.1371/journal.pgen.1010349
**Supplement:** S1 Table — Shown are significant genetic interaction values with a p-value of < 0.05. Strong interactionswith a |ε| ≥ 0.08 are plotted in Fig 6D.

**S1 Table. Genetic Interactions between condensin alleles and mitotic exit regulators**

|                     | <b>brn1-16</b> | <b>brn1-9</b> | <b>smc2-8</b> | <b>smc4-1</b> | <b>ycg1-2</b> | <b>ycs4-1</b> | <b>category</b> |
|---------------------|----------------|---------------|---------------|---------------|---------------|---------------|-----------------|
| <b>apc1-5004</b>    |                | -0.1285       |               | -0.1591       |               |               | APC(Cdc20)      |
| <b>apc11-13</b>     |                |               | 0.0947        | 0.0641        | 0.0834        |               | APC(Cdc20)      |
| <b>apc2-8</b>       |                | 0.0639        | 0.0733        |               |               |               | APC(Cdc20)      |
| <b>apc4-5001</b>    |                |               |               |               |               |               | APC(Cdc20)      |
| <b>apc5-ca</b>      |                | 0.1058        | 0.0822        |               | 0.1564        | 0.1464        | APC(Cdc20)      |
| <b>apc5-ca-paps</b> | 0.0836         | 0.0686        | 0.1173        | 0.1091        | 0.1468        | 0.1371        | APC(Cdc20)      |
| <b>apc9</b>         |                | 0.0855        |               |               |               |               | APC(Cdc20)      |
| <b>cdc16-1</b>      |                | 0.1097        | 0.0413        | 0.1033        | 0.1095        | 0.0728        | APC(Cdc20)      |
| <b>cdc20-1</b>      |                | 0.1144        | 0.1166        | 0.2459        | 0.2236        |               | APC(Cdc20)      |
| <b>cdc20-2</b>      | 0.1472         |               | 0.0456        | 0.1923        |               |               | APC(Cdc20)      |
| <b>cdc20-3</b>      | 0.1287         |               |               | 0.1866        | 0.2067        |               | APC(Cdc20)      |
| <b>cdc23-1</b>      | 0.0505         |               |               | 0.3127        |               |               | APC(Cdc20)      |
| <b>cdc23-4</b>      |                | 0.0816        |               |               | 0.1855        |               | APC(Cdc20)      |
| <b>cdc27-1</b>      |                |               | 0.0704        |               | 0.1657        | 0.1101        | APC(Cdc20)      |
| <b>cdc27-2</b>      |                |               | 0.0681        | 0.087         | 0.0929        | 0.1117        | APC(Cdc20)      |
| <b>mnd2</b>         |                |               |               |               |               |               | APC(Cdc20)      |
| <b>swm1</b>         |                | 0.0691        |               | 0.0845        |               | 0.1182        | APC(Cdc20)      |
| <b>bns1</b>         | 0.0311         |               |               |               |               |               | FEAR            |
| <b>cdc55-supp1</b>  |                |               |               | -0.1615       | 0.0412        |               | FEAR            |
| <b>esp1-1</b>       | -0.2959        | -0.2639       |               | -0.1037       | -0.5802       | -0.3402       | FEAR            |
| <b>fob1</b>         | -0.2896        | -0.3902       |               |               | -0.2574       | -0.5002       | FEAR            |
| <b>pds1-128</b>     |                |               | -0.0932       |               |               |               | FEAR            |
| <b>slk19</b>        |                | -0.1772       |               |               |               | -0.1833       | FEAR            |
| <b>spo12</b>        |                |               |               |               |               |               | FEAR            |
| <b>zds1</b>         |                | 0.0309        |               |               |               |               | FEAR            |
| <b>bfa1</b>         |                |               |               |               | -0.1499       |               | MEN             |
| <b>bub2</b>         |                |               |               |               |               |               | MEN             |
| <b>cdc15-1</b>      |                | 0.1175        | 0.0487        | 0.1734        | 0.122         | 0.1069        | MEN             |
| <b>cdc15-2</b>      |                |               | -0.1182       |               |               | 0.1672        | MEN             |
| <b>dbf2</b>         |                | 0.055         |               | 0.1485        |               | 0.1096        | MEN             |
| <b>dbf2-1</b>       |                | 0.0986        | 0.0459        | 0.0819        | 0.1006        | 0.117         | MEN             |
| <b>dbf2-2</b>       | 0.0592         | 0.1145        | 0.0522        | 0.0698        | 0.1656        | 0.0665        | MEN             |
| <b>dbf2-3</b>       |                | 0.1413        |               | 0.0971        |               | 0.16          | MEN             |
| <b>dbf20</b>        |                |               |               |               |               |               | MEN             |
| <b>lte1</b>         |                |               |               |               |               |               | MEN             |
| <b>lte1-supp1</b>   | 0.074          | 0.1376        |               | 0.0871        |               | 0.1392        | MEN             |
| <b>mob1-5001</b>    | 0.0478         | 0.0745        |               | 0.1138        | 0.1579        | 0.0713        | MEN             |
| <b>tem1-3</b>       |                | 0.0967        |               | 0.1957        |               |               | MEN             |
| <b>tem1-3-supp1</b> |                | 0.0305        |               |               |               |               | MEN             |
| <b>cdc14-1</b>      |                | -0.2795       |               | -0.1851       | -0.2588       | -0.288        | CDC14           |
| <b>cdc14-2</b>      |                | -0.3251       |               | -0.216        |               | -0.3192       | CDC14           |
| <b>cdc14-8</b>      |                | -0.1575       |               | 0.0425        |               | -0.2831       | CDC14           |

# Supplementary material for: Repression of essential cell cycle genes increases cellular fitness
**Source:** PLoS Genet. 2022 Aug 29;18(8):e1010349. doi: 10.1371/journal.pgen.1010349
**Supplement:** S2 Table — All S. cerevisiae strains are in the BY4741 background.

**S2 Table. Strain table**

| <b>strain</b>                                  | <b>genotype</b>                                                                                                        | <b>figure</b>     |
|------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|-------------------|
| YMC72                                          | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0</i>                                                                               | 1A, 3D, S4A,D, S7 |
| YMC68                                          | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2</i>                                                           | 1A, 3D, S4A       |
| YMC70                                          | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yox1-9A-3V5-NatMX</i>                                                             | 1A, 3D, S4A       |
| YMC67                                          | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i>                                         | 1A, 3D, S4A-C, S7 |
| YMC449<br>YMC522                               | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-NatMX chrVIΔ181901-182001::Hyg-TEFp-GFP(Y66F)</i>        | 1B, S1            |
| YMC450                                         | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX chrVIΔ181901-182001::Hyg-TEFp-GFP</i>       | 1B, S1            |
| YMC473<br>YMC572<br>YMC573<br>YMC574           | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX chrVI181901-182001Δ::Hyg-TEFp-GFP(Y66F)</i> | 1B, S1            |
| YMC483<br>YMC568<br>YMC569<br>YMC570<br>YMC571 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-NatMX chrVI181901-182001Δ::Hyg-TEFp-GFP</i>              | 1B, S1            |
| YCL64                                          | <i>MATα his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX can1Δ::STE2p-Sphis5 lyp1Δ</i>               | 1D, 1F, 1H        |
| YMC124                                         | <i>MATα his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2 yox1Δ::NatMX can1Δ::STE2p-Sphis5 lyp1Δ</i>                            | 1D, 1G-H          |
| YAG180                                         | <i>MATa URA3::Z4p-YOX1-3V5-KanMX HAP1::NatMX::ACT1p-Z3EV-ENO2term ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>            | 2, S3             |
| YAG181                                         | <i>MATa URA3::Z4p-HO HAP1::NatMX::ACT1p-Z3EV-ENO2term YOX1-3V5-KanMX ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>         | 2, S3             |
| YMC213                                         | <i>MATa URA3::Z4p-yox1-9A-3V5-KanMX HAP1::NatMX::ACT1p-Z3EV-ENO2term ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>         | 2, S3             |
| YMC214                                         | <i>MATa URA3::Z4p-HO HAP1::NatMX::ACT1p-Z3EV-ENO2term yox1-9A-3V5-KanMX ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>      | 2, S3             |
| YMC228                                         | <i>MATa URA3::Z4p-HO HAP1::NatMX::ACT1p-Z3EV-ENO2term YHP1-3V5-KanMX ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>         | 2, S3             |
| YMC229                                         | <i>MATa URA3::Z4p-HO HAP1::NatMX::ACT1p-Z3EV-ENO2term yhp1-13A-3V5-KanMX ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>     | 2, S3             |
| YMC230                                         | <i>MATa URA3::Z4p-YHP1-3V5-KanMX HAP1::NatMX::ACT1p-Z3EV-ENO2term ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>            | 2, S3             |
| YMC231                                         | <i>MATa URA3::Z4p-yhp1-13A-3V5-KanMX HAP1::NatMX::ACT1p-Z3EV-ENO2term ura3Δ0 can1ΔSte2p-Sphis5 his3Δ1 lypΔ0</i>        | 2, S3             |
| YMC451                                         | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 dbf2-2::KanMX</i>                                                                 | 3D                |
| YMC452                                         | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 dbf2-2::KanMX yhp1-13A-13MYC-LEU2</i>                                             | 3D                |
| YMC137                                         | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 dbf2-2::KanMX yox1-9A-3V5-NatMX</i>                                               | 3D                |

|        |                                                                                              |                 |
|--------|----------------------------------------------------------------------------------------------|-----------------|
| YMC453 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 dbf2-2::KanMX yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i> | 3D              |
| YMC59  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 srb2Δ::KanMX</i>                                        | S4              |
| YMC63  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 srb2Δ::KanMX yhp1-13A-13MYC-LEU2</i>                    | S4A             |
| YMC61  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 srb2Δ::KanMX yox1-9A-3V5-NatMX</i>                      | S4A             |
| YMC65  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 srb2Δ::KanMX yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i>  | S4A-C           |
| YBL307 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-KanMX</i>                      | 4B, S2, S4, S5C |
| YFS105 | h- leu1-32 ura4D18 ( <i>S.pombe</i> )                                                        | S4B             |
| YBL246 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yox1-9A-3V5-KanMX</i>                                   | 4B, S2, S5C     |
| YBL242 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2</i>                                 | 4B, S2, S5C     |
| YBL261 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-KanMX</i>               | 4B, S2, S5C     |
| Y9304  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycs4-1::KanMX</i>                                       | 4B, S5C, 6E     |
| YAG53  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycs4-1::KanMX yox1-9A-3V5-NatMX</i>                     | 4B, S5C         |
| YAG52  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycs4-1::KanMX yhp1-13A-13MYC-LEU2</i>                   | 4B, S5C         |
| YAG43  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycs4-1::KanMX yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i> | 4B, S5C         |
| Y9804  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 brn1-9::KanMX</i>                                       | 4B, S5C         |
| YAG55  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 brn1-9::KanMX yox1-9A-3V5-NatMX</i>                     | 4B, S5C         |
| YAG66  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 brn1-9::KanMX yhp1-13A-13MYC-LEU2</i>                   | 4B, S5C         |
| YAG45  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 brn1-9::KanMX yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i> | 4B, S5C         |
| Y10100 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycg1-2::KanMX</i>                                       | 4B, S5C         |
| YAG59  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycg1-2::KanMX yox1-9A-3V5-NatMX</i>                     | 4B, S5C         |
| YAG60  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycg1-2::KanMX yhp1-13A-13MYC-LEU2</i>                   | 4B, S5C         |
| YAG49  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycg1-2::KanMX yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i> | 4B, 4E, S5C     |
| YJG77  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0</i>                                                     | 4C,D, 6E        |
| YJG126 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2 yox1Δ::NatMX</i>                            | 4C,D            |
| YJG81  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycg1-2::KanMX</i>                                       | 4C,E, 6E        |
| YJG82  | <i>MATα his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 ycg1-2::KanMX</i>                                        | 4C, 6E          |
| YJG112 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2 yox1Δ::NatMX ycg1-2::KanMX</i>              | 4C              |
| YJG87  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycs4-1::KanMX</i>                                       | 4D, 6E          |
| YJG88  | <i>MATα his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 ycs4-1::KanMX</i>                                        | 4D, 6E          |

|        |                                                                                                                       |          |
|--------|-----------------------------------------------------------------------------------------------------------------------|----------|
| YJG120 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2 yox1Δ::NatMX ycs4-1::KanMX</i>                                       | 4D       |
| YMC101 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-NatMX</i>                                               | 4E       |
| YJG94  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i>                                        | 4E       |
| YJG52  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX 3HA-CDC14</i>                              | 5A-C, S6 |
| YJG102 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-NatMX 3HA-CDC14</i>                                     | 5A-C, S6 |
| YJG110 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX 3HA-CDC14 FAR1-3V5- KanMX</i>              | 5D, S8   |
| YJG111 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-NatMX 3HA-CDC14 FAR1-3V5-KanMX</i>                      | 5D, S8   |
| YMC132 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2</i>                                                                  | S4D      |
| YJG84  | <i>MATα his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 dbf2Δ::URA3</i>                                                                   | 6E       |
| YJG89  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 dbf2Δ::URA3</i>                                                                   | 6E       |
| YJG79  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycg1-2::KanMX dbf2Δ::URA3</i>                                                    | 6E       |
| YJG80  | <i>MATα his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 ycg1-2::KanMX dbf2Δ::URA3</i>                                                     | 6E       |
| YJG85  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 ycs4-1::KanMX dbf2Δ::URA3</i>                                                    | 6E       |
| YJG86  | <i>MATα his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 lys2Δ0 ycs4-1::KanMX dbf2Δ::URA3</i>                                             | 6E       |
| YBL330 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 lys2Δ0 yhp1Δ::LEU2</i>                                                                   | S2       |
| YBL334 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yox1Δ::KanMX</i>                                                                 | S2       |
| YMC134 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yox1Δ::NatMX</i>                                                                 | S4D      |
| YMC125 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2 yox1Δ::NatMX</i>                                                     | S2, S4D  |
| YMC363 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2 srb2Δ::KanMX</i>                                                     | S4D      |
| YMC365 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yox1Δ::NatMX srb2Δ::KanMX</i>                                                    | S4D      |
| YMC361 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1Δ::LEU2 yox1Δ::NatMX srb2Δ::KanMX</i>                                        | S4D      |
| YMC268 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 SMC4-AID*-6FLAG-Hyg</i>                                                          | S5A, S5B |
| YMC264 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 SMC 4-AID*-6FLAG-Hyg yhp1-13A-13MYC-LEU2</i>                                     | S5A, S5B |
| YMC266 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 SMC 4-AID*-6FLAG-Hyg yox1-9A-3V5-NatMX</i>                                       | S5A, S5B |
| YMC262 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 SMC 4-AID*-6FLAG-Hyg yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i>                   | S5A, S5B |
| YMC258 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 SMC 4-AID*-6FLAG-Hyg chrVIΔ181901-182001::TIR1-3HA-KanMX</i>                     | S5A, S5B |
| YMC254 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 SMC 4-AID*-6FLAG-Hyg chrVIΔ181901-182001::TIR1-3HA-KanMX yhp1-13A-13MYC-LEU2</i> | S5A, S5B |
| YMC256 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 SMC 4-AID*-6FLAG-Hyg chrVIΔ181901-182001::TIR1-3HA-KanMX yox1-9A-3V5-NatMX</i>   | S5A, S5B |

|        |                                                                                                                                        |          |
|--------|----------------------------------------------------------------------------------------------------------------------------------------|----------|
| YMC252 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 smc4-AID*-6FLAG-Hyg chrVIΔ181901-182001::TIR1-3HA-KanMX yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX</i> | S5A, S5B |
| YJG58  | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13Myc-LEU2 yox1-9A-3V5-NatMX</i>                                                         | 5E       |
| YJG108 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-NatMX</i>                                                                | 5E       |
| YJG185 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 yhp1-13A-13MYC-LEU2 yox1-9A-3V5-NatMX far1Δ::KanMX</i>                                            | 5E       |
| YJG186 | <i>MATa his3Δ1 ura3Δ0 leu2Δ0 met15Δ0 YHP1-13MYC-LEU2 YOX1-3V5-NatMX far1Δ::KanMX</i>                                                   | 5E       |

All *S. cerevisiae* strains are in the BY4741 background.

# Supplementary material for: Repression of essential cell cycle genes increases cellular fitness
**Source:** PLoS Genet. 2022 Aug 29;18(8):e1010349. doi: 10.1371/journal.pgen.1010349
**Supplement:** S3 Table — List of all primers used in RT-qPCR experiments.

**S3 Table. Primer table**

| <b>gene</b> | <b>species</b>       | <b>primer name</b> | <b>sequence</b>          |
|-------------|----------------------|--------------------|--------------------------|
| <i>ACT1</i> | <i>S. pombe</i>      | ACT1sp FWD1        | ATCCAACCGTGAGAAGATGACT   |
| <i>ACT1</i> | <i>S. pombe</i>      | ACT1sp REV1        | AAATGGGAACAGTGTGGGTAAC   |
| <i>DBF2</i> | <i>S. cerevisiae</i> | Dbf2-Fwd           | GTCTCCGGATTATATGGCTTTG   |
| <i>DBF2</i> | <i>S. cerevisiae</i> | Dbf2-Rev           | GCGCCTTAAGTTGTCATAGGTC   |
| <i>MCM2</i> | <i>S. cerevisiae</i> | MCM2fwd            | GGCTAACAGTTACTCGGAATGG   |
| <i>MCM2</i> | <i>S. cerevisiae</i> | MCM2rev            | AGACACTTAGCGGAGTCCAAAG   |
| <i>MCM3</i> | <i>S. cerevisiae</i> | MCM3fwd            | ACATTGATCGGGTTCAAACTC    |
| <i>MCM3</i> | <i>S. cerevisiae</i> | MCM3rev            | AGGCGCTAAAGATTGAGACAAG   |
| <i>MCM5</i> | <i>S. cerevisiae</i> | MCM5 FWD           | ACCGTCAGTTTACCACGTTCTT   |
| <i>MCM5</i> | <i>S. cerevisiae</i> | MCM5 REV           | TACAGGAAATCCCAGAACTGGT   |
| <i>HST4</i> | <i>S. cerevisiae</i> | Hst4-Fwd           | GATTATCCAAGAATTGCCAACC   |
| <i>HST4</i> | <i>S. cerevisiae</i> | Hst4-Rev           | GTAAGTGTACTGGGTATTGGCTTC |
| <i>NCA3</i> | <i>S. cerevisiae</i> | NCA3 FWD           | ATGTTTCGGACTTCCCTTCTGTA  |
| <i>NCA3</i> | <i>S. cerevisiae</i> | NCA3 REV           | AATGTCAAAGACTCAATGGCCT   |

How the deposited data were processed for this re-analysis (not part of the article)

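RNA-seq was analysed for 24 yeast samples, in 2 sets of 12. The phosphomutant set holds wild type, yhp1-13A, yox1-9A and yhp1-13A yox1-9A, and the deletion set holds wild type, yhp1Δ, yox1Δ and yhp1Δ yox1Δ, with 3 biological replicates each. The experiments with inducible expression are not analysed here. The authors processed the reads with OneStopRNAseq, aligned them to R64-1-1 with STAR and counted exon fragments of mapping quality above 20 with featureCounts. The authors deposited TPM values for 7126 genes per sample, scaled within each sample for gene length and depth. The step from counts to TPM is not named in the paper's text. The number of sample columns left unused in the analysed tables was 0. No sample was left out.

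Values were analysed as log2(TPM + 1) in R 4.3.3 with limma 3.58.1. Genes with a mean TPM of at least 1 over the 12 samples of a set were kept, which left 6316 genes in the phosphomutant set and 6311 in the deletion set. The 4 groups of each set were fitted in 1 model without covariates, and eBayes was run with a trend. Two-sided p-values were adjusted by Benjamini-Hochberg over all tested genes, and genes with an adjusted p below 0.1 were called. The same fit gave the contrast of each mutant with the wild type of its set, of the double mutant with each single mutant, and the interaction of both mutations. The overlap of called genes was tested with a one-sided Fisher's exact test over 6275 genes tested in both sets. Gene lists were tested as sets with camera at a preset correlation of 0.01, and called at p below 0.05. The lists were the genes of Fig 3C, Fig 6C and S2B Fig, MCM2-7, the condensin and mitotic exit genes of S4 Dataset, and stress response, histone, G1/S and G2/M genes. Lists of leucine and lysine genes were written after the calls had been seen, but before the values of their held-out members.

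The genes named are all those the paper names for these strains, the strain markers LEU2, MET17, LYS2, URA3 and HIS3, and the neighbours of YHP1 and YOX1. To these were added, for each double mutant, the 5 genes with the largest fall and the 5 with the largest rise among called genes whose mutant samples all lay on 1 side of the wild type samples. Other called genes named in the text were chosen after their values were seen. URA3 did not pass the expression filter. Gene names, positions and GC content came from the RefSeq annotation and sequence of R64, read with Biostrings 2.70.1. Of the 7126 identifiers, 6048 matched, and 94.4% of these had the same gene length. GC content was known for 91.0% of tested genes.

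Fragment counts were recovered from TPM and gene length, as TPM times length was a whole multiple of 1 step per sample for at least 99.9% of genes. The recovered depth had a median of 17.5 M fragments in the phosphomutant set and 18.4 M in the deletion set. By group, the medians lay between 17.1 M (yox1-9A) and 18.5 M (yhp1Δ yox1Δ). Replicates of a group correlated with r from 0.979 to 0.996 across genes, and differed by more than the counting of fragments explains (chi-squared per degree of freedom from 9.46 to 167). Residuals of same-numbered samples correlated in all 3 pairs of wild type with yox1-9A (0.52 to 0.83) and of wild type with yhp1Δ (0.48 to 0.75), and not in all pairs of the other mutants with wild type. They also did between yhp1-13A and yhp1-13A yox1-9A (0.43 to 0.72) and between yhp1-13A and yox1-9A (0.12 to 0.65). Samples with 3 fragments or fewer for a gene were given no fold change for it.

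The procedure was tested on simulated data drawn with the mean and the residual spread of each gene in these samples, with 200 genes changed by 2-fold. It called 145 of the 200 changed genes (72.5%) in the phosphomutant set and 179 (89.5%) in the deletion set. Wrong calls made up 11.0% and 12.3% of all calls, and 0 genes were called in a contrast without changes. The simulated spread was drawn independently for each gene and sample. It lacked the first residual component, which held 63.3% and 43.9% of the residual variance in the real sets. These shares may therefore not hold for the real samples. Fragments were recovered exactly for 100% of simulated genes.

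Alternatives covered a pseudocount of 0.1, no filter on expression, a mean TPM of at least 10, median-of-ratios scaling, a block for the replicate number, a fit of only the 2 groups compared, eBayes without a trend, robust eBayes, an adjusted p below 0.05, fry, camera with an estimated correlation, and each sample left out in turn. Further alternatives were added after the data had been seen. They were limma-voom on the recovered fragments, the GC slope of each sample as a covariate, a term for the sign of the first residual component, and limma-voom combined with each of the last 2 and with the replicate block. The GC slope was taken from deviations from the mean of all samples of a set, so it can also hold differences between strains. The random splits of 12 samples used 100 draws, the real grouping included. The block entered the model as fixed terms for the replicate number. Statmod 1.5.0 was available where limma called it. The plots were drawn with matplotlib 3.10.9 in Python 3.11.15.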

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

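The tests of other splits of the samples, of the mutation of YOX1, of repression by Yhp1 and of the tag on YOX1 were chosen only after the results were seen. The tests on held-out leucine and lysine genes were set before the values they use were seen.

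The effect of the double mutant differed from the sum of both single mutants for 2 of 6316 genes in the phosphomutant set and 12 of 6311 in the deletion set (interaction term, limma adjusted p below 0.1), against 110 and 411 at an unadjusted p below 0.05. In the phosphomutant set these were LEU1 (interaction -1.51) and LEU2. In the deletion set they were LEU2, LEU1 (-1.83), BAT1 (-1.31), OAC1 (-1.28), MAE1 (-1.09), ILV3 (-0.80), LYS2, LYS9 (0.76), MET17, YOX1 (1.70), YCL021W-A and snR64 (-1.57). The 12 samples were split into 4 groups in 100 ways, the real one included and the rest drawn at random. Of these, 8 gave as many genes in the phosphomutant set and 6 in the deletion set. The counts alone therefore do not exceed what other groupings give. LEU2, LYS2 and MET17 differ in genotype between these strains, and LEU1, OAC1, BAT1, ILV3 and LYS9 belong to pathways of the same amino acids. For snR64 and MAE1 no explanation was tested.

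Genes of leucine synthesis stood out because the paper's text does not discuss them and they changed in single mutants. LEU2 itself was at 0.0441 TPM in yox1-9A and 0.0426 TPM in yox1Δ, against 90.4 and 126 TPM in the wild type of each set. These strains carry no LEU2 marker, while the wild type, yhp1-13A, yhp1Δ and both double mutants do (S2 Table). LEU1 had a log2 fold change of 1.77 (SE 0.15, limma adjusted p = 0.00019) in yox1-9A and 1.36 (SE 0.11, limma adjusted p = 0.00011) in yox1Δ, higher in 3 of 3 samples each. Its adjusted p ranged from 3.1e-05 to 0.013 and from 8.8e-05 to 0.0086 over the alternatives. Mutation of YOX1 as the cause requires a rise in yhp1Δ yox1Δ as well, where LEU1 changed by -1.14 (SE 0.11). The absence of the LEU2 marker may explain the change. As this predicts, 8 held-out genes of the leucine response were all higher in both strains, with medians of 0.40 in yox1-9A and 0.39 in yox1Δ. In yhp1Δ yox1Δ their median was -0.29. No strain lacks the marker while carrying wild type YOX1, so a joint effect of both was not tested.

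MET17 and LYS2 stood out for the same reason. MET17 was at 146 ± 31.2 TPM (SD, n = 3) in yhp1Δ, against 0.127 TPM in wild type, and LYS2 was at 0.0180 TPM in yhp1Δ, against 24.5 TPM. The S2 Table gives yhp1Δ as the strain with an intact MET15 gene, another name of MET17, and with lys2Δ0. The LYS2 genotype may also account for lower lysine genes. LYS9 had a log2 fold change of -0.68 (SE 0.09, limma adjusted p = 0.0048), and 4 held-out genes of lysine synthesis had a median of -0.15 in yhp1Δ, with 4 of 4 lower. In yhp1Δ yox1Δ, which has LYS2, the median was -0.05. Loss of YHP1 in a strain with LYS2 and YOX1 was not measured, so in yhp1Δ alone its effect was not separated from that of the genotype.

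The open reading frame YCL021W-A was at 0.0393 TPM in yhp1Δ yox1Δ, near 0 in all 3 samples, against 27.0 TPM in wild type and 28.8 and 31.0 TPM in yhp1Δ and yox1Δ. It lies on chromosome III from 83620 to 83997, with LEU2 starting at 91324. The paper's text does not name it. No explanation was tested, and a strain difference next to leu2Δ0 stays open beside an effect of the deletions.

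HIS3 had a log2 fold change of 1.85 (SE 0.26, limma adjusted p = 0.012, range 0.00022 to 0.23 over the alternatives) in yox1-9A, higher in 3 of 3 samples. It was not called in yox1Δ (-0.06) or yhp1-13A yox1-9A (-0.07). The open reading frame YOR203W, called in the same strain and named after its values were seen, rose by 2.00. The labels give the allele his3Δ0 and S2 Table gives his3Δ1, and the TPM of HIS3 was 47.3 in wild type. Which allele the strains carry is not settled here, and transcript can remain from a partial deletion. Neither a change at this locus nor a biological explanation was tested.

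YOX1 was lower in strains without a mutation in it, with a log2 fold change of -1.16 (SE 0.17, limma adjusted p = 0.15) in yhp1-13A and -1.17 (SE 0.14, limma adjusted p = 0.0036) in yhp1Δ, in 3 of 3 samples each. Repression of YOX1 by Yhp1 requires a rise in yhp1Δ, where the change was -1.17. The 3V5 tag on YOX1 in wild type, which both strains lack, may raise its RNA. YOX1 in yhp1-13A yox1-9A, where it is tagged, was higher than in yhp1-13A by 1.05 (SE 0.17, limma adjusted p = 0.19, and 0.043 with the replicate number as a block, since same-numbered samples of these strains deviated together). In that comparison the tag comes together with the yox1-9A allele. In yox1-9A, where YOX1 is tagged as in wild type, YOX1 changed by -0.06 (SE 0.17, and 0.040 after median-of-ratios scaling), so the allele alone gave no such rise. The tag was not varied alone in any pair of strains.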

How the results depend on the processing

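The first 12 kinds of alternative named in the processing summary, from the pseudocount to leaving out samples, were chosen before the data were examined, and those built on limma-voom, the GC slope or the first residual component after seeing the data. The cause was not tested for any change below unless it is stated.

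The MCM2-7 set kept its direction and its call in both double mutants under all 10 alternatives of the first kind, with medians from -0.46 to -0.32 in yhp1-13A yox1-9A and from 0.49 to 0.53 in yhp1Δ yox1Δ. The condensin set stayed without a call in both. The number of non-additive genes in the deletion set stayed between 11 and 14. DBF2 in yhp1-13A yox1-9A stayed lower than in each single phosphomutant and past no threshold. The Spearman correlation between the double mutants stayed between -0.46 and -0.35.

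Genes called lower in yhp1-13A yox1-9A numbered 1 as reported. They numbered 0 with median-of-ratios scaling, 0 without a trend in eBayes and 0 at an adjusted p below 0.05, where the threshold itself is stricter. With a replicate block they numbered 24, and 5 were called higher. The block also gave 3 changed genes in yhp1-13A, 52 in yox1-9A, 43 in yox1Δ and 20 lower in yhp1Δ yox1Δ, with 11 in the overlap of the double mutants and 14 non-additive genes in the phosphomutant set. Of the same-numbered pairs of samples, 15 of 18 had residuals correlated above 0.1 in the phosphomutant set, with correlations from -0.24 to 0.83, and 10 of 18 in the deletion set, from -0.17 to 0.75. All 3 pairs did so in 3 of 6 pairs of groups and in 1 of 6. The block gave 10 genes in yhp1Δ. Of the named genes followed across settings in these pairs of groups, it changed the call of YOX1 alone, between yhp1-13A yox1-9A and yhp1-13A. The limma adjusted p of YOX1 there was 0.043, and at least 0.19 in the other settings for all samples chosen before the data were examined. In yox1-9A against wild type, DBF2, YHP1, YOX1, LEU2, LEU1 and HIS3 were followed, while MCM5 and the other named genes were not. The paper does not describe replicates as collected together.

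With only the 2 groups compared in the fit, which leaves fewer samples to estimate the spread, 6 genes changed in yox1-9A, 5 in yhp1Δ and 14 in yox1Δ, and 18 were higher in yhp1Δ yox1Δ. At an adjusted p below 0.05 this last count was also 18. The overlap of the double mutants was 0 without an expression filter, with median-of-ratios scaling, with only the 2 groups compared, without a trend, with robust eBayes and at an adjusted p below 0.05. Without an expression filter, 6 genes were non-additive in the phosphomutant set.

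With the GC slope as a covariate, 20 genes were lower and 2 higher in yhp1-13A yox1-9A, 2 changed in yhp1-13A and 68 in yox1-9A, 8 were in the overlap and 13 were non-additive in the phosphomutant set. With the GC slope in limma-voom, these counts were 17, 1, 3, 91, 10 and 17. With a term for the sign of the first residual component they were 23, 3, 2, 104, 12 and 16, and in limma-voom with this term 14, 2, 3, 115, 11 and 15. That term also gave 20 genes lower and 72 higher in yhp1Δ yox1Δ, 36 changed in yox1Δ and 35 non-additive in the deletion set, and in limma-voom 30, 114, 41 and 79. Limma-voom alone gave 28 genes in yox1-9A. Limma-voom with the replicate block gave 28 lower and 6 higher in yhp1-13A yox1-9A, 7 in yhp1-13A, 68 in yox1-9A, 44 in yox1Δ, 21 lower in yhp1Δ yox1Δ, 10 in the overlap and 13 non-additive in the phosphomutant set. It also called DBF2 lower in yhp1-13A yox1-9A than in yox1-9A, by -0.40 (limma adjusted p = 0.093, where the other settings gave 0.12 to 1.0). The Spearman correlation was -0.25 with the GC slope and -0.26 with the GC slope in limma-voom, both inside its range over the fits that each left out a sample.

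The mitotic exit set in yhp1-13A yox1-9A had a median of 0.0017 after median-of-ratios scaling in place of -0.12, which is the shift of all genes. In yhp1Δ yox1Δ its median of 0.062 was past the threshold with camera, and not with fry (p = 0.19) or an estimated correlation (p = 0.39). The condensin set in yhp1Δ yox1Δ had a median of -0.0044 with the term for the first residual component.

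The histone list in yhp1-13A yox1-9A rose to 0.085 after median-of-ratios scaling and 0.012 with the GC slope in limma-voom, in place of -0.05. MOB1 in yhp1-13A yox1-9A became 0.037 after median-of-ratios scaling, 0.0072 with the GC slope, 0.027 with it in limma-voom, 0.0084 with the term for the first residual component and 0.026 with that in limma-voom. SMC4 became 0.013, 0.042, 0.062, 0.031 and 0.048 under the same settings. YCS4 became 0.016 with the GC slope in limma-voom and 0.0084 with the term for the first residual component in limma-voom. YOX1 became 0.015 in yhp1-13A yox1-9A and 0.040 in yox1-9A after median-of-ratios scaling. Each of these values lies nearer 0 than the median shift of all genes in its strain without scaling, -0.12 in yhp1-13A yox1-9A and -0.08 in yox1-9A. Median-of-ratios scaling left shifts of 0.0026 and 0.012. The values listed for that scaling lie further from 0 than these shifts.

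Across the fits that each left out a single sample, genes lower in yhp1-13A yox1-9A numbered 0 to 2 and those higher 0 to 0. The count was 2 without wild type replicate 2, and 0 without each of the other 5 samples compared. Genes lower in yhp1Δ yox1Δ numbered 9 to 13 and those higher 8 to 21. The count of higher genes was 14 without wild type replicate 2, 14 without wild type replicate 3, and 8, 9 and 12 without replicates 1, 2 and 3 of yhp1Δ yox1Δ, which leaves fewer samples in the fit. Changed genes numbered 0 to 0 in yhp1-13A, 10 to 19 in yox1-9A (10 without wild type replicate 1), 6 to 8 in yhp1Δ and 14 to 22 in yox1Δ (14 without wild type replicate 3). The overlap numbered 0 to 1. Non-additive genes numbered 1 to 5 in the phosphomutant set (5 without wild type replicate 3, 1 without wild type replicates 1 or 2, yhp1-13A replicates 1 or 3, or yox1-9A replicates 1 or 2) and 9 to 14 in the deletion set.

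The mitotic exit set ranged from -0.30 to -0.048 in yhp1-13A yox1-9A and passed the threshold of camera without wild type replicate 3 (-0.30) or double mutant replicate 1. In yhp1Δ yox1Δ it ranged from -0.0011 (without wild type replicate 3) to 0.15, and lost the call without wild type replicate 3 or 2. The MCM2-7 set ranged from -0.63 to -0.36 and from 0.42 to 0.58. The condensin set ranged from -0.36 to -0.072 in yhp1-13A yox1-9A and from -0.073 (without wild type replicate 3) to 0.081 in yhp1Δ yox1Δ. DBF2 ranged from -0.44 to -0.18 against yhp1-13A and from -0.57 to -0.30 against yox1-9A. The Spearman correlation ranged from -0.43 to -0.18, and was -0.18 without wild type replicate 2 of the phosphomutant set, -0.20 without wild type replicate 2 of the deletion set and -0.30 without double phosphomutant replicate 3. The histone list in yhp1-13A yox1-9A ranged from -0.12 to 0.017, above 0 without wild type replicate 2 (0.016) or double mutant replicate 3 (0.017). In yhp1Δ yox1Δ the G1/S list ranged from -0.0078 (without wild type replicate 3) to 0.14 and the G2/M list from -0.025 (without wild type replicate 2) to 0.11. In yhp1-13A yox1-9A, MOB1 reached 0.030 without double mutant replicate 2, SMC4 0.046 without wild type replicate 2 and YOX1 0.045 without wild type replicate 3. In yox1-9A, YHP1 ranged from -0.066 (without wild type replicate 2) to 0.26, and YOX1 reached 0.10 without wild type replicate 3 and 0.050 without yox1-9A replicate 2.

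Of the 81 results for single named genes, the replicate block moved 15 past the threshold, the GC slope 11, and the term for the first residual component 16, with 0, 1 and 0 losing it. Median-of-ratios scaling moved 1 past it and 7 out of it, the fit of only the 2 groups compared 0 and 9, and no expression filter 0 and 5. Depth limits the genes near 0 TPM, for which no fold change is given, while the spread between replicates limits the others. Simulated data had the spread of each gene, but no component shared across genes. There, 72.5% of 2-fold changes were called in the phosphomutant set and 89.5% in the deletion set.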

Differences from the paper's values

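The log2 fold changes of the paper are shrunken toward 0 by ashr according to its methods, and those given here are not, so the 2 scales differ for uncertain genes. Of 45 measures compared, 11 differed.

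The paper lists 51 genes as downregulated in yhp1-13A yox1-9A, and 1 was called here. None of the alternatives set before the data were examined closed the gap, the nearest being the replicate block with 24. Limma-voom with the replicate block, chosen after seeing the values, reached 28. The paper lists 53 genes as upregulated in yhp1Δ yox1Δ, against 28 here. With the replicate block there were 38, which is within 1.5 times of the paper's count, and with the other alternatives set before the data were examined the gap remained. Limma-voom with the replicate block gave 39 and the term for the first residual component 72, both chosen after seeing the values. The paper's overlap of these lists is 16 genes, against 1 here. With the replicate block it was 11, and no other alternative set before the data were examined closed the gap. With the term for the first residual component it was 12, and in limma-voom with this term 11, both chosen after seeing the values.

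Of the paper's 51 downregulated genes, 50 were tested and all 50 were lower, the direction for which they were chosen on the same samples. The replicate block called 21 of them. Settings chosen after seeing the values called 13 (GC slope), 13 (GC slope in limma-voom), 16 (term for the first residual component), 12 (that term in limma-voom) and 26 (replicate block in limma-voom). Of the paper's 53 upregulated genes, 52 were tested and all were higher, again the direction for which they were chosen, with 26 called here. The replicate block called 34. Settings chosen after seeing the values called 27 (limma-voom), 29 (GC slope in limma-voom), 39 (term for the first residual component), 45 (that term in limma-voom) and 39 (replicate block in limma-voom). Among the 16 genes, the replicate block called MCM5, DBF2, MCM7, KIN3, LSO1, YRO2, SPI1, NCA3, PIG1 and PRY1 lower in yhp1-13A yox1-9A beside YGP1. The settings chosen after seeing the values also called NDL1, MCM2 and CIS1. CIT2 and SPO24 were called lower under none of the settings. In yhp1Δ yox1Δ, the replicate block called LSO1 and SPO24 higher, and limma-voom with the replicate block, chosen after seeing the values, called LSO1 and CIT2.

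In yhp1-13A yox1-9A the paper's log2 fold change of MCM5 is -0.48, against -0.66 here. Median-of-ratios scaling gave -0.53 and leaving out double mutant replicate 2 gave -0.60, which are within the replicate SD of the paper's value. The GC slope and the term for the first residual component, with and without limma-voom and chosen after seeing the values, gave -0.60 to -0.61. The other alternatives did not close the gap. For MOB1 the paper's value is 0.018, against -0.092 here. Median-of-ratios scaling gave 0.037 and leaving out double mutant replicate 2 gave 0.030, and the other alternatives set before the data were examined did not close the gap. The GC slope gave 0.0072 and the term for the first residual component 0.0084, and in limma-voom they gave 0.027 and 0.026, all chosen after seeing the values. For NDL1 the paper's value is -0.37, against -0.67 here. Median-of-ratios scaling gave -0.54, and leaving out wild type replicate 1, wild type replicate 2 or double mutant replicate 2 gave -0.60, -0.59 and -0.58, while the others did not close the gap. The GC slope gave -0.54 and the term for the first residual component -0.53, with -0.54 for both in limma-voom, all chosen after seeing the values. For CIT2 the paper's value is -0.22, against -0.65 here. Median-of-ratios scaling gave -0.52, and leaving out wild type replicate 1, wild type replicate 3 or double mutant replicate 2 gave -0.53, -0.57 and -0.57, while the others did not close the gap.

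For SPI1 the paper's value is -0.20, against -0.67 here, for YGP1 it is -1.13, against -1.63, and for CIS1 it is -0.44, against -1.14. None of the alternatives set before the data were examined closed these gaps, and neither did those chosen later. In yhp1Δ yox1Δ the paper's value for CDC20 is 0.0048, against 0.22 here. Leaving out wild type replicate 2 gave 0.11 and leaving out double mutant replicate 1 gave 0.15, and the other alternatives set before the data were examined did not close the gap. The GC slope gave 0.15 and 0.14 in limma-voom, both chosen after seeing the values.

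The paper states that DBF2 fell further in the double phosphomutant than in each single mutant. The differences here were -0.29 and -0.41 and passed no threshold after adjustment over all genes (limma adjusted p = 1.0 and 0.99). The unadjusted limma p was 0.11 and 0.031. Limma-voom with the replicate block, chosen after seeing the values, called the difference from yox1-9A, at -0.40 (adjusted p = 0.093, with 0.12 to 1.0 under the alternatives set before the data were examined). The paper places DBF2 among the most downregulated genes of this strain. By log2 fold change it was number 75 here and by p-value number 15.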

Other observations

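The tests of the count of lower genes with the GC slope, of GC content, gene length and shared replicate number, and of other splits for counts of genes were chosen only after the results were seen. The tests of depth, of gene sets and of the Spearman correlation were set before.

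The split of the phosphomutant samples described at the sequencing experiment, into 6 samples whose deviation falls with GC content and 6 whose deviation rises, does not follow the strains. Gene length did not explain it, with a Spearman rho of 0.0739 between length and the loading of the first residual component among 2010 genes of middle expression. Depth did not explain it either, since the samples had 17.6 ± 0.496 and 17.6 ± 0.316 M fragments (SD, n = 6 each, exact permutation test, two-sided p = 0.98). The split goes with the replicate number in part. All samples numbered 1 lie on 1 side and all numbered 3 on the other, with residual correlations of at least 0.45 between same-numbered samples. Samples numbered 2 lie on both sides, with correlations down to -0.24, so the number does not account for them. GC content remains a candidate source, with a rho of 0.36 among the same genes. A difference in library preparation and a difference in growth between cultures both stay open, because the labels give neither.

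When the 3 wild type and 3 double phosphomutant samples were divided along this split, 3053 genes (48.3% of those tested) passed the threshold, of which 2688 lay in 1 direction. The same division of wild type and yhp1-13A samples gave 1802 genes. For yox1-9A, a division that followed it in all samples but yox1-9A replicate 1 gave 1926. In the deletion set, dividing wild type and yox1Δ samples by the sign of the first residual component gave 2171. Large counts are built into these divisions, since the split was found in the same samples and genes, so they do not measure it against the strains. Fitting the GC slope as a covariate gave 20 lower genes in yhp1-13A yox1-9A in place of 1. With the covariate, the median of the mitotic exit genes moved from -0.12 to -0.036 and that of the condensin genes from -0.18 to -0.039, near the -0.05 of all genes. The MCM2-7 genes stayed at -0.34, so the split did not account for their fall.

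Of the 10 splits of the 6 samples compared, 2 gave as many genes in 1 direction as were called lower in yhp1-13A yox1-9A. For genes higher in this strain and for genes changed in yhp1-13A, where 0 were called, 10 of 10 splits did. The numbers were 2 of 10 for yox1-9A and 2 of 10 for yox1Δ, in both the real split and the split along or near the residual component. For yox1-9A, of the 4 splits that separate all 3 same-numbered pairs, the real one alone gave as many, and the other split with as many separates 1 of the pairs. They were 1 of 10 for genes lower in yhp1Δ yox1Δ, 1 of 10 for genes higher in it and 1 of 10 for yhp1Δ. No count below 1 of 10 is possible with 3 samples against 3. For the overlap of the double mutants, 2 of 100 pairs of splits gave as many genes. For the Spearman correlation of -0.39 between the double mutants, 24 of 100 pairs of splits gave a value as far from 0.

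For the set tests, the number of the 10 splits with a camera p as small was 1 for MCM2-7 in both double mutants. For the mitotic exit genes it was 4 in yhp1-13A yox1-9A and 3 in yhp1Δ yox1Δ, and for the condensin genes 7 in both. The stress response list had a median of -0.32 in yhp1-13A yox1-9A (camera p = 7.2e-08, from 3.7e-11 to 0.092 over the alternatives, 1 of 10 splits in the exact permutation) and 0.11 in yhp1Δ yox1Δ (p = 0.032, 6 of 10 splits). The fall kept its direction in each scaling, at -0.19 after median-of-ratios scaling, and was -0.18 without wild type replicate 1 and -0.15 with the GC slope. The rise in yhp1Δ yox1Δ was 0.039 without wild type replicate 1, and lost the call there, without double mutant replicate 2, with fry, with an estimated correlation and with the term for the first residual component. In the same exact permutation, the G2/M list had medians of -0.18 (p = 0.012, 3 of 10 splits) and 0.04 (p = 0.25, 7 of 10 splits). The fall of the G2/M list was -0.059 without double mutant replicate 3, -0.054 after median-of-ratios scaling and -0.034 with the GC slope, and lost the call in the first and last of these, with fry, with an estimated correlation and with the residual component term. The G1/S list had medians of -0.17 (p = 0.51, 7 of 10 splits in the exact permutation) and 0.11 (p = 0.031, 5 of 10 splits). Its rise lost the call with fry, an estimated correlation or the residual component term, and without wild type replicates 1 or 3 or double mutant replicate 1. The histone list had medians of -0.05 (p = 0.42, 9 of 10 splits in the exact permutation) and 0.13 (p = 0.082, 4 of 10 splits), and its fall became a rise after median-of-ratios scaling. Its rise in yhp1Δ yox1Δ ranged from 0.018 to 0.20 with a sample left out, and was called without wild type replicate 3 or double mutant replicate 3 and with the residual component term, among others. The fall of the stress list passed the threshold with every single sample left out and with fry, but not with an estimated correlation, and no biological explanation was tested.

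FAR1, the G1/S inhibitor that the paper studies, was at 83.5 ± 8.99 TPM in wild type and 70.1 ± 12.8 in yhp1-13A yox1-9A (SD, n = 3 each), a log2 fold change of -0.26 (SE 0.18, limma adjusted p = 0.83, with 2 of 3 samples below all wild type samples). In yhp1Δ yox1Δ it changed by -0.13 (SE 0.13). YHP1 in yox1Δ had a log2 fold change of 0.83 (SE 0.18, limma adjusted p = 0.14), higher in 3 of 3 samples. The limma adjusted p ranged from 0.075 to 0.72 over 8 alternative settings for all samples. With a sample left out it ranged from 0.025 to 0.59, past the threshold in 1 of 6 fits. The log2 fold change was then 0.62 to 1.05, and 1.05 without yox1Δ replicate 2. The wild type carries a 13MYC tag on YHP1 that yox1Δ lacks. The yox1-9A strain lacks it as well, and YHP1 changed there by 0.07 (SE 0.18), at 29.8 against 28.8 TPM. The paper states that overexpressed Yox1 repressed YHP1, and loss of that repression in yox1Δ was not tested apart from the tag. PPN1, the gene next to YHP1, rose by 0.57 in yhp1Δ yox1Δ (SE 0.10, limma adjusted p = 0.036), while RPS18A, TSA1 and RPS18B beside YHP1 or YOX1 changed by 0.0029, 0.10 and -0.02.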
